# The Transcriptional Response to Oxidative Stress during Vertebrate Development: Effects of *tert*-Butylhydroquinone and 2,3,7,8-Tetrachlorodibenzo-*p*-Dioxin

**DOI:** 10.1371/journal.pone.0113158

**Published:** 2014-11-17

**Authors:** Mark E. Hahn, Andrew G. McArthur, Sibel I. Karchner, Diana G. Franks, Matthew J. Jenny, Alicia R. Timme-Laragy, John J. Stegeman, Bruce R. Woodin, Michael J. Cipriano, Elwood Linney

## Abstract

Oxidative stress is an important mechanism of chemical toxicity, contributing to teratogenesis and to cardiovascular and neurodegenerative diseases. Developing animals may be especially sensitive to chemicals causing oxidative stress. The developmental expression and inducibility of anti-oxidant defenses through activation of NF-E2-related factor 2 (NRF2) affect susceptibility to oxidants, but the embryonic response to oxidants is not well understood. To assess the response to chemically mediated oxidative stress and how it may vary during development, zebrafish embryos, eleutheroembryos, or larvae at 1, 2, 3, 4, 5, and 6 days post fertilization (dpf) were exposed to DMSO (0.1%), *tert*-butylhydroquinone (tBHQ; 10 µM) or 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD; 2 nM) for 6 hr. Transcript abundance was assessed by real-time qRT-PCR and microarray. qRT-PCR showed strong (4- to 5-fold) induction of *gstp1* by tBHQ as early as 1 dpf. tBHQ also induced *gclc* (2 dpf), but not *sod1, nqo1, or cyp1a*. TCDD induced *cyp1a* but none of the other genes. Microarray analysis showed that 1477 probes were significantly different among the DMSO-, tBHQ-, and TCDD-treated eleutheroembryos at 4 dpf. There was substantial overlap between genes induced in developing zebrafish and a set of marker genes induced by oxidative stress in mammals. Genes induced by tBHQ in 4-dpf zebrafish included those involved in glutathione synthesis and utilization, signal transduction, and DNA damage/stress response. The strong induction of *hsp70* determined by microarray was confirmed by qRT-PCR and by use of transgenic zebrafish expressing enhanced green fluorescent protein (EGFP) under control of the hsp70 promoter. Genes strongly down-regulated by tBHQ included *mitfa*, providing a molecular explanation for the loss of pigmentation in tBHQ-exposed embryos. These data show that zebrafish embryos are responsive to oxidative stress as early as 1 dpf, that responsiveness varies with development in a gene-specific manner, and that the oxidative stress response is substantially conserved in vertebrate animals.

## Introduction

Oxidative stress occurs when redox signaling and control are disrupted, either through generation of non-physiological levels of reactive oxygen species (ROS) or by alterations in the regulation of key thiol/disulfide couples [1]. Oxidative stress has been cited as a causative or contributing factor in a variety of human conditions linked to environmental exposures, ranging from chemical teratogenesis to cardiovascular and neurodegenerative diseases [2]–[6]. Redox-mediated signaling is thought to be important for cellular differentiation during embryonic development [7], [8] and developing embryonic stages may be especially sensitive to the disrupted redox and sulfhydryl balance that characterizes oxidative stress [9]–[12]. Oxidative damage has been implicated in the mechanism of action of several developmental toxicants, including known human teratogens (e.g. thalidomide, phenytoin, ethanol), environmental contaminants (e.g. 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD), benzo[a]pyrene), and nanomaterials [9], [13], [14], as well as in the etiology of congenital malformations associated with diabetic embryopathy [15], [16].

The constitutive (basal) expression and inducibility of anti-oxidant defenses are known to affect the susceptibility of adult tissues and cells to effects of oxidative stress [17], [18], and are likely to be important determinants of susceptibility at early life stages as well [19], [20]. In adult animals, oxidant and pro-oxidant chemicals elicit an *oxidative stress response* (OSR), which involves the increased expression of genes whose products act to mitigate the oxidant challenge. Oxidants, electrophiles, sulfhydryl-reactive agents, and some phenolic anti-oxidants initiate this response by activating NF-E2-related factor 2 (NRF2 [NFE2L2]) and related cap'n'collar (CNC)-basic-leucine zipper (bZIP) family proteins. (For nomenclature conventions, please see footnote 3 of reference [21].) NRF2 is normally found in the cytoplasm, where an interaction with Kelch-like-ECH-associated protein (KEAP1) targets it for rapid proteasomal degradation [22]. Oxidative stress disrupts the interaction between NRF2 and KEAP1, after which NRF2 enters the nucleus and forms a heterodimer with one of several small Maf proteins; NRF2-Maf dimers bind to anti-oxidant response elements (ARE) and activate transcription of genes such as glutathione S-transferases (GST), NAD(P)H-quinone oxidoreductase (NQO1), glutamate-cysteine ligase (catalytic subunit; GCLC), heme oxygenase (HMOX), and superoxide dismutase (SOD) [18], [23], [24].

Despite the demonstrated importance of the OSR in adults, the ability of vertebrate early life stages to respond to oxidative insult is not well understood. How does the sensitivity of developing vertebrates to oxidative stress vary with developmental stage? Are the patterns of induced or repressed gene expression stage-specific? What transcription factors are involved in regulating the OSR in embryos?

To begin to address these questions and elucidate the fundamental mechanisms by which vertebrates respond to oxidative stress during development, we have initiated studies to identify the core set of genes and the transcription factors involved in the OSR in developing zebrafish. The zebrafish (*Danio rerio*) is an established model in developmental biology that has emerged also as a valuable *in vivo* system in which to examine mechanisms of toxicity in developing animals and to screen chemicals for developmental toxicity [3], [25]–[30]. Thus, we used zebrafish as a model system in which to explore the mechanisms by which vertebrate early life stages respond to oxidative stress [31]–[37].

Previous studies carried out in zebrafish or zebrafish cells have established the evolutionary conservation of the OSR, including the roles of Nrf2 [33], [38], [39], Keap1 [33], [39], [40], and AREs [32], [41]–[43]. Because of a whole-genome duplication that occurred in fish after the divergence of the fish and mammalian lineages, zebrafish and other teleost fish often possess duplicates (paralogs) of single mammalian genes, and the duplicates have often partitioned the subfunctions of their mammalian ortholog [44], [45]. Consistent with this, zebrafish possess two KEAP1 paralogs (Keap1a and Keap1b) with distinct functions in regulating the OSR [39], [40], as well as paralogs of NRF1 (Nrf1a and Nrf1b) and NRF2 (Nrf2a and Nrf2b) [21], [33], [46]. Such studies indicate that novel insights may be obtained by studying the OSR in zebrafish.

Two fundamental questions concerning the OSR and its regulation in zebrafish remain unanswered. First, the ontogeny of the OSR in zebrafish embryonic and larval stages is not well understood. Kobayashi *et al.* [33], [39] reported that *tert*-butylhydroquinone (tBHQ) can induce an OSR in zebrafish larvae (4 to 7-dpf), but that embryos at 8–24 hpf were incapable of mounting an acute OSR (as measured by induction of *gstp1*). Timme-Laragy et al. [38] observed an OSR (induction of *gstp1*, *gpx1*, and *gclc*) in zebrafish embryos exposed to *tert*-butylhydroperoxide or ß-naphthoflavone for 24 hr beginning at 24-hpf. These reports suggest that there are stage- or chemical-specific differences in responsiveness to oxidative stress, highlighting the need for a more systematic assessment of the basal (constitutive) and oxidant-inducible expression of OSR genes during development. Second, the set of oxidant-responsive genes in adult mammals or mammalian cell culture has been studied extensively (e.g. [47], [48]), but the overlap between the OSR in zebrafish and mammals, and the identity of genes that respond to oxidative stress in developing vertebrates, are not yet well understood.

Here we report the results of studies using expression profiling to assess the nature of the response of developing zebrafish to chemically mediated oxidative stress. We conducted experiments in which gene expression was measured in zebrafish exposed to tBHQ at various times during development, including embryos (1, 2, and 3-dpf), eleutheroembryos (4 and 5-dpf), and larvae (6-dpf) (developmental phases according to [28], [49]; Fig. 1). tBHQ is widely used as a prototypical mono-functional inducer of the OSR [23]. For comparison and to differentiate between NRF- and AHR-mediated responses, we also exposed developing zebrafish to TCDD, which is well known to cause altered gene expression through activation of AHRs in zebrafish embryos [50], [51], and has been suggested to cause embryotoxicity at least in part by causing oxidative stress [52]. The results identify both similarities and differences between the OSR in developing zebrafish as compared with that elicited by tBHQ in previous studies in adult mammals or mammalian cells. In addition, we identify a link between a specific change in gene expression (repression of *mitfa*) and a phenotypic response to tBHQ (loss of pigmentation) and we describe the potential use of an existing transgenic line of zebrafish [53] to further investigate the temporal and spatial regulation of the anti-oxidant response in developing vertebrates.

**Figure 1:**
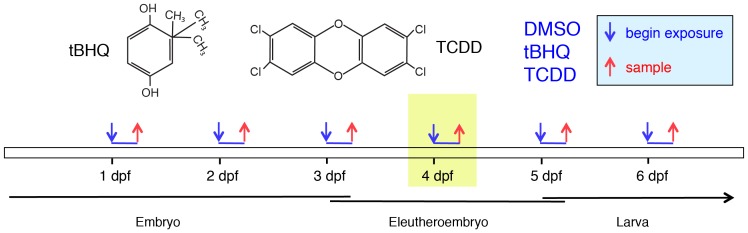
Exposure and sampling regime. Zebrafish embryos, eleutheroembryos, or larvae were exposed to DMSO, tBHQ (10 µM), or TCDD (2 nM) at 1, 2, 3, 4, 5, or 6-dpf for 6 hr (4 groups per compound per time point), and sampled immediately followed exposure for isolation of RNA as described in *Materials and Methods*. The yellow shading indicates the time-point chosen for the microarray analysis. Phases of zebrafish development are not absolute but are categorized here as embryos (1, 2, and 3-dpf), eleutheroembryos (4 and 5-dpf), and larvae (6-dpf) following the nomenclature of others [28], [49]).

## Results

### Expression and induction of oxidative stress response genes in zebrafish embryos

To assess the ability of embryos to mount a response to oxidative stress, we performed an experiment in which separate groups of embryos, eleutheroembryos, or larvae at 1, 2, 3, 4, 5, and 6-dpf were exposed for 6 hr to DMSO, tBHQ (10 µM), or TCDD (2 nM) and gene expression was measured by qRT-PCR and microarray. The goal of this experiment was to assess the acute response (6 hr) to chemical treatment occurring at different stages of development (**Fig. 1**), rather than secondary changes that might occur after a longer exposure time.

Targeted analysis of gene expression by qRT-PCR showed that tBHQ caused strong (4- to 8-fold) induction of *gstp1* in 1- and 2-dpf embryos, but not at later stages (**Fig. 2**). tBHQ also induced *gclc* (3- to 4-fold; 1-, 2-, and 4-dpf) and *nrf2a* (1- and 2-dpf), but not *sod1*, *nqo1*, or *cyp1a*. TCDD induced *cyp1a* at all time points (100- to 600-fold) and *nrf2a* at 2- and 5-dpf (2- to 3-fold), but did not significantly alter the expression of the other genes examined, under these exposure conditions. The induction of *nrf2a* expression by TCDD is consistent with recent studies showing regulation of *NRF2* expression by the AHR in mammals [54], [55]. Overall, the data demonstrated that some classical OSR genes (*gstp1*, *gclc*) were responsive to tBHQ-induced oxidative stress in embryos as early as 1- and 2-dpf, while others (*sod1* and *nqo1*) were not inducible by a 6-hr exposure to this concentration of tBHQ (10 µM) at any of the developmental stages examined here.

**Figure 2:**
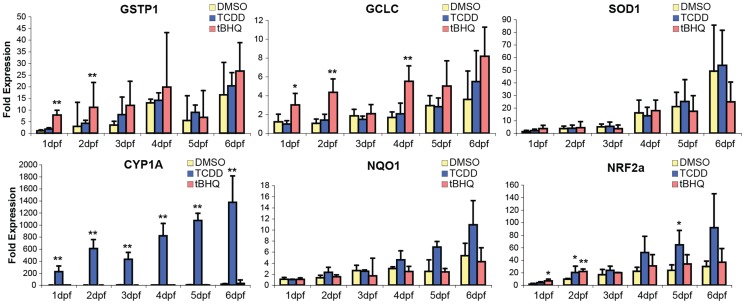
Changes in gene expression in developing zebrafish following exposure to TCDD (2 nM) or tBHQ (10 µM) in 0.1% DMSO. Embryos, eleutheroembryos, or larvae at 1, 2, 3, 4, 5, or 6-dpf were exposed to each chemical for 6 hours, after which they were frozen for RNA isolation and analysis of gene expression. Expression of *gstp1, gclc, sod1, cyp1a1, nqo1, and nrf2a* genes were measured by qRT-PCR. Primers targeting *gstp1* may also measure the closely related *gstp2*. Values represent mean±SE of 4 biological replicates. *statistical significance at p<0.05 (Dunnett's test).

To more comprehensively assess the set of oxidant-responsive genes in zebrafish embryos, we examined a subset of the RNA samples by microarray using the Agilent 22k zebrafish array. 

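The array experiment compared zebrafish at 4 dpf that had been exposed for 6 h to 0.1% DMSO, to 10 µM tBHQ or to 2 nM TCDD. tBHQ (tert-butylhydroquinone) is the model oxidant of the study, and TCDD is an agonist of the aryl hydrocarbon receptor (AHR). Each of the 12 arrays holds 1 pool of 30 eleutheroembryos labelled with Cy5 against a universal reference labelled with Cy3, which was made from stages between 1 and 6 dpf. The paper and the sample labels put the sample in Cy5 on every array, whereas the description of the series names the dyes the other way round. The rise of *cyp1a* on the TCDD arrays, with Cy5 read as the sample, follows the first of these, and no array has the dyes swapped. The methods give 20 ml of water per dish and 200 ng of RNA per labelling, and the labels give 15 ml and 600 ng. The authors scanned the arrays and extracted them with Agilent Feature Extraction, which subtracted the background, normalized the dyes by a linear and lowess step, and gave the log10 ratio of Cy5 to Cy3 for each spot. This log10 ratio was converted to log2 and used without further normalization, apart from spots called non-uniform, which were left out (between 13 and 754 of the 21495 probes per array). Each probe has 1 spot on the array. The sample channel was well above background for between 13583 and 18686 probes per array, with a median of 15433.5 in DMSO, 17271.5 in tBHQ and 16006.5 in TCDD. Differences are given as the mean log2 ratio of a treatment minus that of DMSO, with the standard error from limma, over 4 arrays in each group unless another number is given, and the number of arrays limits their precision. Adjusted p values are Benjamini-Hochberg adjusted, from limma's moderated F-test over the 3 groups or its moderated t statistic for 1 compound against DMSO, fitted to all 12 arrays. The median difference over all probes was -0.0052 for tBHQ and -0.0048 for TCDD. Genes are given with the probe number of the array. The files name no genome build, so that no position is given.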

We analyzed all of the 4-dpf samples, which included four biological replicates each for DMSO-, tBHQ- and TCDD-treated embryos. The 4-dpf time was chosen for gene expression profiling because Kobayashi *et al.* [33], [39] had reported a robust induction of several oxidant-responsive genes by tBHQ in zebrafish larvae at this stage. Probes indicating significantly different relative transcript abundance among the DMSO, TCDD, and tBHQ treatments were determined by ANOVA, with the false discovery rate (FDR) set to 5%. 

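limma's moderated F-test was run on the 21493 probes with a value in all 3 groups. At a false discovery rate of 5%, 2516 probes differed among DMSO, tBHQ and TCDD, and 5893 probes had an unadjusted p under 0.05. The settings that moved this count most were permutation tests with 100 permutations after the methods, which name 1000. An unadjusted permutation p under 0.05 gave 5759 probes. A bound of 5% on the proportion of false probes, held in 95% of the permutations, gave 1021, and this bound is a reading of the methods' false discovery rate and not stated there. Leaving out 1 array moved it by more than 1.5 times for 4 of the arrays, to 4315 without tBHQ replicate 1, 1614 without tBHQ replicate 2, 1590 without tBHQ replicate 3 and 1633 without TCDD replicate 3. The paper's Table S2 lists 1477 probes, which were called on the same arrays, and 1387 of them (93.9%) passed the F-test here. Another 1129 probes passed it and are not in Table S2. Of the 1475 tBHQ ratios of Table S2 other than 1, all 1475 had the same sign here, and of the 1430 TCDD ratios other than 1, 1416 did. The ratio of the arithmetic means of the 4 treated and the 4 DMSO ratios lay within 1% of the paper's ratio for 1379 of the 1477 probes for tBHQ and for 1366 for TCDD. Of the probes past the F-test, 81.6% were also called by the contrast of tBHQ with DMSO.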

Overall, 1477 probes exhibited significant differences in expression among the three exposure groups. For each of the probes we calculated fold-change in gene expression for TCDD- and tBHQ-treated embryos versus DMSO-treated embryos (**Table S2**).

FatiGO+ [56] was used to examine enrichment of Gene Ontology (GO) terms in the set of significant probes relative to the entire microarray probe set. 

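Gene Ontology terms were not used here. The probes were sorted instead into 8 classes by words in their descriptions. The classes were chosen after Table S3, which came from these same arrays, so that a class called here is no independent evidence. Two-sided Fisher's exact tests were used, with adjustment over the classes and both directions. Each class was compared with all 21131 tested probes that have a description or a gene name. By the tBHQ contrast, 1207 of these probes were higher than in DMSO. Heat shock or DnaJ proteins made up 12 of them, out of 61 such probes (adjusted p = 0.00118, Fisher's exact test). Photolyases and cryptochromes made up 5, out of 14 (adjusted p = 0.00417, Fisher's exact test), a call that was lost when the arrays were quantile-normalized (adjusted p = 0.0635, the highest over all alternatives, the lowest being 0.000212). The words glutathione (3 of 18 probes, adjusted p = 0.213) and phosphatase (8 of 117, adjusted p = 0.629) did not pass the same Fisher's exact test. The glutathione class passed it in 4 of the alternatives.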

GO terms enriched in the set of probes detecting transcripts that were up-regulated in response to tBHQ included “glutathione metabolic process”, “response to temperature stimulus”, “protein dimerization activity”, and several categories involving ester hydrolases and protein phosphatases (**Table S3**). Down-regulation of transcript abundance by tBHQ was associated with enrichment of GO terms for “negative regulation of cellular process”, “regulation of transcription”, “transcription”, and several categories of proteases (**Table S3**).

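Among the same 21131 described probes, 1292 were lower with tBHQ than in DMSO. Probes described as a transcription factor or homeobox protein made up 41 of them, out of 286 (adjusted p = 5.37e-06, two-sided Fisher's exact test), and this class also held 21 probes that were higher (adjusted p = 0.380, Fisher's exact test). Caspases, calpains and cathepsins, the protease class tested, made up 7 of the lower probes, out of 54 (adjusted p = 0.159, Fisher's exact test), and passed the threshold in 8 alternatives. The phosphatase class held 2 lower probes (adjusted p = 0.159, Fisher's exact test). Opsins and crystallins made up 6 of the lower probes, out of 59 (adjusted p = 0.326, Fisher's exact test), and proteasome proteins 1 of 48 (adjusted p = 0.490, Fisher's exact test). None of the 48 proteasome probes was among the higher ones (adjusted p = 0.260, Fisher's exact test).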

(The ability to perform GO analyses was limited by the incomplete annotation of probes on the Agilent array and by incomplete GO annotation of the zebrafish genome. Thus, when interpreting the FatiGO+ results it is important to consider the current status of zebrafish genome annotation. FatiGO+ relies on the assignment of GO terms within the Ensembl annotation of the zebrafish genome. However, many Agilent microarray probes have yet to be assigned to transcripts or genes at Ensembl and are thus not assigned GO terms. Others are assigned to transcripts or genes with preliminary annotation and GO term assignment only and are thus relatively uninformative, restricting FatiGO+ to detection of broad GO terms only (e.g. catabolic process, transcription, protein dimerization activity).)

To prioritize the 1477 genes with significant changes for further study, we chose to focus only on those genes exhibiting ≥2-fold change in expression (up or down) for either TCDD or tBHQ, of which there were 345 (**Table S4**). This additional filter yielded 220 probes that were both significant in the statistical analysis and ≥2-fold up-regulated by tBHQ, and 109 that were significant and ≥2-fold down-regulated by tBHQ. 

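In the present fit, 303 probes were past the F-test and at least 2-fold higher with tBHQ, and 229 were past it and at least 2-fold lower. Of the higher probes, 219 are in Table S2, and of the lower ones 105. The contrast of tBHQ with DMSO alone called 297 of the 303 and 223 of the 229. The sample channel was not well above background on some DMSO array for 71 of the higher and 5 of the lower probes. The number of lower probes was 572 without tBHQ replicate 1, 126 without tBHQ replicate 2 and 143 without tBHQ replicate 4. Without the filter on fold change, the tBHQ contrast gave 2530 probes at a false discovery rate of 5%, of which 1218 were higher and 1312 lower (5755 at an unadjusted p under 0.05). Apart from leaving out an array, the alternative that moved this count most was the fit to the 8 DMSO and tBHQ arrays alone, which gave 1107 probes. It was 3961 without tBHQ replicate 1 and 1605 without DMSO replicate 3. For 3709 probes (17.3%) all 4 tBHQ arrays lay on 1 side of all 4 DMSO arrays, where chance gives 2.86%.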

For TCDD, 17 of the significant probes were ≥2-fold up-regulated and 8 were ≥2-fold down-regulated. 

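For TCDD, 51 probes past the F-test were at least 2-fold higher than in DMSO and 29 were at least 2-fold lower. Table S2 holds 17 of the 51 and 5 of the 29. The F-test covers all 3 groups, and the contrast of TCDD with DMSO itself called 10 of the 51 and 4 of the 29. For 34 of the 51 probes the sample channel was not well above background on some DMSO array. When only probes well above background in both channels on all arrays were used, the counts were 17 higher and 44 lower. The number of lower probes was 62 without tBHQ replicate 1, and 15, 17, 17 and 9 without tBHQ replicate 2, tBHQ replicate 3, TCDD replicate 1 and TCDD replicate 2, respectively. In all, 587 probes passed the F-test with a change of at least 2-fold for either compound. This total was 1045 without tBHQ replicate 1, and its lowest value over the alternatives was 279, with the bound on the proportion of false probes.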

There was very little overlap in probes responsive to tBHQ and TCDD (**Fig. 3**). 

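Of the 587 probes at least 2-fold changed, 25 were changed by both compounds, 21 of them higher with both, 2 lower with both, and 2 lower with tBHQ and higher with TCDD. No probe past the F-test was at least 2-fold higher with tBHQ and lower with TCDD. Without the F-test, 143 probes were at least 2-fold changed by both compounds in 1 direction and 3 in opposite directions. Both compounds were compared with the same 4 DMSO arrays. The overlap was therefore also counted in 100 simulations of unchanged groups with a shared control group. Groups and control were drawn from the residuals of all arrays, shuffled and with random sign, so that the real DMSO arrays were not held as the control. The simulations gave a median of 43 probes in 1 direction (95% of them between 1.48 and 219) and 0 in opposite directions (between 0 and 4) without a test. Past the F-test they gave 0, but unchanged groups hardly pass it at all, so that this 0 is no measure for the 25. For 17 of the 25 probes the sample channel was not well above background on some DMSO array, and the overlap was 10 probes when only probes well above background in both channels on all arrays were used. With 1 array left out it ranged from 14, without tBHQ replicate 2, to 33. The contrasts of each compound with DMSO called 11 probes for both, 7 of them in the same direction. Across all tested probes, which are not independent replicates, the Pearson correlation of the tBHQ and TCDD differences was 0.381, and simulated unchanged groups gave a median of 0.514 (95% of them between 0.0993 and 0.812). The alternative that moved it most was normalization by normexp and loess, with a correlation of 0.187.

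**Figure D1:**
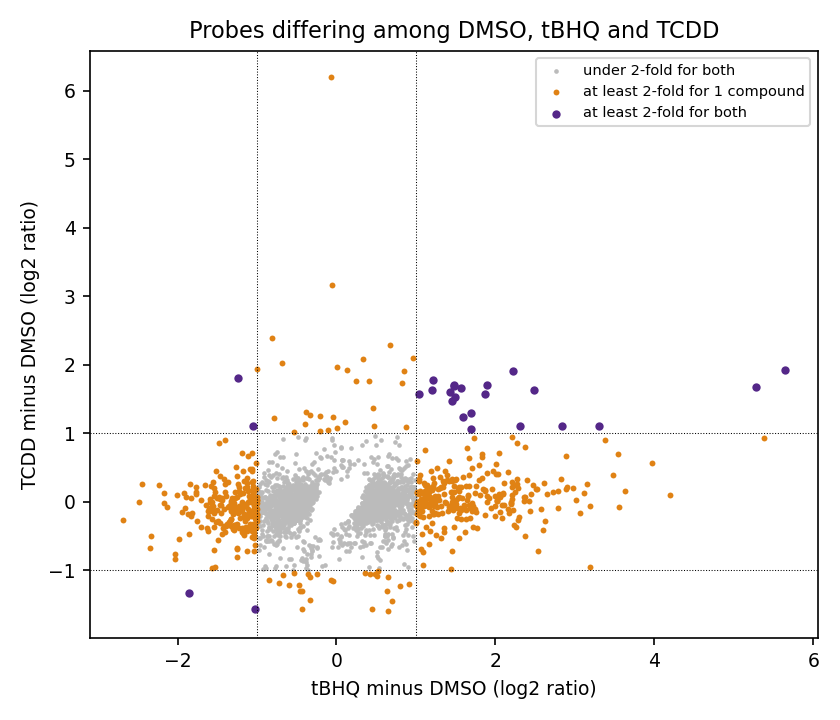
Difference to DMSO (log2) with TCDD against that with tBHQ, 1 point for each of the 2516 probes past the F-test. Grey points changed less than 2-fold with both compounds, orange points at least 2-fold with 1 compound and the 25 purple points at least 2-fold with both, and the lines mark a log2 difference of 1 and -1.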

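The 21 probes that were higher with both compounds include *hsp70* (A_15_P110618 and A_15_P103668), *dnajb1* (A_15_P108778) and *hsp90a2* (A_15_P118422), the 4 of them that were well above background on every DMSO array. With TCDD, *dnajb1* was higher by 1.10 (standard error 0.24, adjusted p = 0.161 by limma's contrast) and *hsp90a2* by 1.11 (standard error 0.27, adjusted p = 0.226). The second *hsp70* probe, A_15_P103668, was higher by 5.28 with tBHQ (standard error 0.29, adjusted p = 3.60e-06) and by 1.68 with TCDD (standard error 0.29, adjusted p = 0.0814), with a value on 3 DMSO arrays and with tBHQ replicate 3 well above the other tBHQ arrays. These 3 TCDD differences were past the threshold of the F-test and not past that of the contrast, although some alternatives, such as the fit to the 8 DMSO and TCDD arrays, called each of them. The probes lower with both compounds were *pnp4a* (A_15_P118813), lower by -1.86 with tBHQ (standard error 0.18, adjusted p = 0.000130) and by -1.33 with TCDD (standard error 0.18, adjusted p = 0.0200), and *cyp8b1.1* (A_15_P107520), at -1.03 with tBHQ (adjusted p = 0.0445) and -1.57 with TCDD (adjusted p = 0.0990). The probes lower with tBHQ and higher with TCDD were *foxq1b* (A_15_P102120) and *dlx3b* (A_15_P110795), the latter at -1.05 with tBHQ (adjusted p = 0.0812) and 1.11 with TCDD (adjusted p = 0.352). *cyp8b1.1* is named here after its values were seen, as a member of a small count.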

At the ≥2-fold level, four probes (two *hsp70* probes, *dnajb1*, *hsp90a2*) were up-regulated by both tBHQ and TCDD and two probes were down-regulated by both compounds; one probe (*foxq1b*) was up-regulated in response to TCDD but down-regulated in response to tBHQ, while two probes were down-regulated in response to TCDD but up-regulated in response to tBHQ. After all annotation efforts, 14 of the 345 probes (4.1%) did not have a significant match to known genes or expressed sequence tags (ESTs).

**Figure 3:**
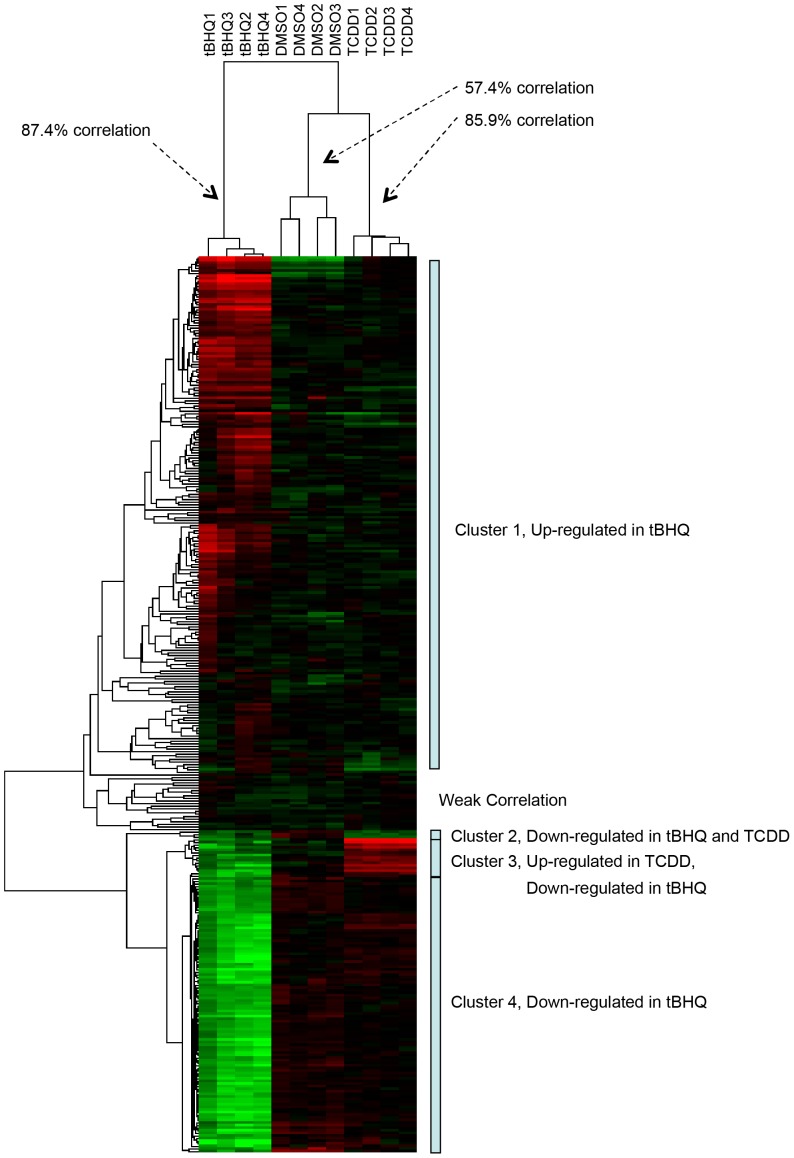
Heat map illustrating changes in gene expression in zebrafish eleutheroembryos following exposure to DMSO (0.1%), tBHQ (10 µM), or TCDD (2 nM). Eleutheroembryos at 4-dpf were exposed to each chemical for 6 hours, after which RNA was isolated, cRNA prepared and hybridized against a universal reference cRNA on Agilent 22k zebrafish arrays. There were 4 biological replicates, each a pool of 30 eleutheroembryos. The probes shown exhibited statistically significant differences among groups and at least 2-fold change (tBHQ vs. DMSO or TCDD vs. DMSO).

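Arrays of the same group were compared by the Pearson correlation of their median-centred log ratios across the 587 probes, which are not independent replicates. The mean correlation between arrays was 0.584 for DMSO (pairs of arrays between 0.459 and 0.692), 0.852 for tBHQ (0.716 to 0.974) and 0.746 for TCDD (0.656 to 0.805). Average linkage clustering on these correlations, the method named for the heat map, placed the 4 arrays of each group together. The DMSO and TCDD arrays joined each other, at a correlation of -0.119, before they joined the tBHQ arrays, at -0.330. The probes were chosen for differences among the groups, so that this grouping is not a test of them.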

### Genes altered in response to tBHQ: Conserved vertebrate response to oxidative stress

One goal of this study was to compare the transcriptional response of developing zebrafish to a model oxidant (tBHQ) with the response that has been documented previously in adult mammals or mammalian cell lines. Any discrepancies might suggest either fish-mammal or embryo/larval-adult differences in the nature of the oxidative stress response. We therefore compared the set of genes induced by tBHQ in our experiment (**Table S2**) to a set of 18 “biological marker” genes that are induced by oxidative stress in mammals and mammalian cells through activation of the NRF2-ARE pathway [47]. Of the 18 markers, homologs of ten (56%) were up-regulated in 4-dpf zebrafish eleutheroembryos, five were unchanged, and three were not present on the array (**Table 1**). 

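For 13 of the 18 mammalian markers, 35 probes could be matched to the zebrafish homologs that Table 1 names. Table 1 also names ferritin L and *usp4*, the homologs of ferritin light polypeptide and ubiquitin thioesterase, which were not matched here. Neither is marked there as induced, nor is a further ferritin-like gene that was not matched. By limma's contrast of tBHQ with DMSO, 10 of these 13 had at least 1 probe past the threshold and higher with tBHQ, and the count over all alternatives lay between 9 and 11. The largest difference per marker was highest for HSP70, at 5.64 (*hsp70*, A_15_P110618, adjusted p = 9.70e-07). It was 3.38 for HSP90 alpha (*hsp90a2*, A_15_P118357, standard error 0.19, adjusted p = 5.05e-06, 3 DMSO arrays) and 3.30 for DnaJ B1 (*dnajb1*, A_15_P108778, adjusted p = 1.27e-05). It was 2.82 for sequestosome 1 (*sqstm1*, A_15_P119378, standard error 0.25, adjusted p = 5.81e-05) and 2.79 for ferritin heavy polypeptide (A_15_P113561, standard error 0.21, adjusted p = 1.49e-05, saturated on 1 tBHQ array). It was 1.29 for phosphogluconate dehydrogenase (*pgd*, A_15_P120264, standard error 0.22, adjusted p = 0.00560, 3 DMSO arrays) and 0.63 for thioredoxin reductase 1 (*txnrd1*, A_15_P117668, standard error 0.13, adjusted p = 0.00888), a call that was lost when the Cy5 channel was used alone. The 3 markers without a higher probe were HSP70 9B, NQO1 and carbonyl reductase 1. *nqo1* (A_15_P108217) was lower with tBHQ, at -0.60 (standard error 0.12, adjusted p = 0.00989), on all 4 tBHQ arrays, and was past the threshold in all alternatives but the fit to the 8 DMSO and tBHQ arrays. The *hspa9* probes had differences of 0.37 (A_15_P111664, adjusted p = 0.0785, with tBHQ replicate 1 well below the other tBHQ arrays) and 0.25 (A_15_P106319, adjusted p = 0.423), and the *cbr1* probes of 0.04 (A_15_P119341, adjusted p = 0.943) and -0.03 (A_15_P105455, adjusted p = 0.968). From the share of the marker set with an induced ortholog or co-ortholog, the paper states in its discussion that many, but not all, of the known mammalian oxidant response genes were induced by tBHQ at this stage.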

Several of the marker genes occur as duplicates in zebrafish; for four of these (*hsp90*, *dnajb1*, thioredoxin, ferritin heavy polypeptide), only one of the paralogs was induced by tBHQ.

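The probes of each pair of paralogs were compared on the same arrays, without a test of the difference between paralogs. For hsp90, *hsp90a2* had a second probe with a difference of 2.84 (A_15_P118422, standard error 0.27, adjusted p = 0.000114 by limma), on which DMSO replicate 2 lay well above the other DMSO arrays and TCDD replicate 1 well below the other TCDD arrays. The reference assigns both *hsp90a2* probes to *hsp90ab1*. The other *hsp90ab1* probes lay between -0.03 and 0.23, with none past limma's threshold (smallest adjusted p = 0.379), so that the identity of the induced gene is open. Of the 3 *hsp90a* probes, 1 was past the threshold, with a difference of 1.47 (A_15_P112150, standard error 0.27, adjusted p = 0.00539), and the others had differences of 0.10 (A_15_P102590, adjusted p = 0.903) and 0.00 (A_15_P110190, adjusted p = 0.998). For dnajb1, 2 of the 3 *dnajb1a* probes were past the threshold, at 0.80 (A_15_P103000, standard error 0.13, adjusted p = 0.00310) and 0.47 (A_15_P103705, standard error 0.13, adjusted p = 0.0351), and the latter call was lost in 12 of the 28 alternatives. The third, A_15_P106752, had a difference of 0.43 (adjusted p = 0.321), with DMSO replicate 2 well above the other DMSO arrays. For thioredoxin, the *txn2* probes had differences of 0.19 (A_15_P109378, adjusted p = 0.253) and 0.19 (A_15_P118951, adjusted p = 0.430). For ferritin, the 5 *fth1* probes lay between -0.15 and 0.02, with none past limma's threshold (smallest adjusted p = 0.398), and the second ferritin-like probe was higher by 2.72 (A_15_P102081, standard error 0.19, adjusted p = 1.12e-05, saturated on 1 tBHQ array). On 2 of the *fth1* probes, 1 array lay well apart from the others of its group.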

**Table 1:** Zebrafish vs mammalian response to tBHQ.

Marker gene in mammals	Zebrafish (co)-orthologs	# probes	tBHQ/DMSO
HSP70 1A, 1B, 6	**hsp70 (Chr.3)**	2	**52.3±13.8**
	**hsp70l (Chr.8)**	1	**15.5±4.50**
HSP70 9B	hspa9 (Chr.14)	2	1.19±0.22
HSP90 1 alpha	hsp90a (Chr.20)	3	1.18±0.32
	**hsp90a2 (Chr.20)**	2	**10.4±1.80**
DnaJ (Hsp40) B1	dnajb1a (Chr.3)	3	1.39±0.07
	**dnajb1b (Chr.1)**	1	**10.48±2.33**
Heme oxygenase-1 (HMOX1)		0	NA
NAD(P)H quinone oxidoreductase-1 (NQO1)	nqo1	1	0.66±0.08
Glutamate-cysteine ligase, modifier subunit	**gclm**	1	**4.11±0.18**
Thioredoxin (TXN)	**txn1 (Chr.7)**	2	**5.47±0.92**
	txn2 (Chr.1)	2	0.83±0.21
Thioredoxin reductase-1	**txnrd1**	1	**1.56±0.14**
Malic enzyme 1		0	NA
Glutathione reductase	**glutathione reductase 1**	2	**3.79+−0.68**
Ferritin, heavy polypeptide-1	fth1 (Chr.7)	5	0.98±0.04
	**ferritin-like (Chr.3)**	2	**6.81±1.14**
	ferritin-like (Chr.25)	1	0.66±0.06
Ferritin light polypeptide	ferritin L	3	0.89±0.10
Carbonyl reductase-1	cbr1	2	1.09±0.27
Phosphogluconate dehydrogenase	**pgd**	2	**2.46±0.40**
Sequestosome-1	**sqstm1**	1	**7.57±1.56**
Ubiquitin thioesterase	usp4	2	1.00±0.08
Spermidine/spermine N1-acetyltransferase		0	NA

Set of 20 candidate genes based on the multiple data sets of genes responding to oxidative stress in mammalian cells, compiled by Johnson et al, as listed in Table 2 of Li et al *Physiol Genomics* 21: 43–58, 2005. The 20 mammalian candidate genes have been collapsed into 18 sets based on orthologous or co-orthologous relationships with zebrafish genes. Of 18 genes, 10 have at least one co-ortholog induced by tBHQ in 4-dpf zebrafish (indicated in **bold** type), 5 are not induced, and 3 are not found on array.

To further assess the nature of the eleutheroembryo response to tBHQ, we looked for altered expression of genes involved in the synthesis and utilization of glutathione (GSH) and other sulfhydryl-reactive anti-oxidants (thioredoxin, peroxiredoxin) and their regulation (**Table 2**). Among the induced genes, those associated with GSH synthesis included *gclc*, *gclm*, and glutathione synthase (*gss*). Induced genes associated with GSH utilization included GSH reductase (*gr1*), gamma-glutamyl transferase (*ggt1a*), GST omega, and a microsomal GST. Thioredoxin (*txn1*) and cystathionine beta-synthase (cbsb), which are involved in cysteine disulfide reduction and cysteine synthesis via transsulfuration, respectively, also were induced by tBHQ.

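The genes of GSH and thioredoxin metabolism were represented by 16 probes for 10 genes, of which 11 probes for 9 genes were past limma's threshold and higher with tBHQ, with differences between 1.02 and 2.62. The 9 genes were *gclc*, *gclm*, *gss*, *gr1*, *ggt1a*, a GST omega, *mgst3*, *txn1* and *cbsb*. Among the GSH synthesis genes, *gclm* (A_15_P112437) was higher by 2.03 (standard error 0.11, adjusted p = 1.53e-06), *gclc* (A_15_P100082) by 1.19 (standard error 0.10, adjusted p = 5.81e-05, 3 DMSO arrays) and *gss* (A_15_P118489) by 1.14 (standard error 0.16, adjusted p = 0.00131, well above background on 3 of the 4 DMSO arrays). A second *gss* probe, A_15_P104745, was not past the threshold (adjusted p = 0.651) and was dim, with TCDD replicate 4 well apart from the other TCDD arrays. Nor were second probes of *gclm* (A_15_P119828, 0.41, adjusted p = 0.218) and *ggt1a* (A_15_P101244, 0.47, adjusted p = 0.155), or the *gsto1* probes (A_15_P111647, 0.69, adjusted p = 0.0941, and A_15_P120704, 0.33, adjusted p = 0.764). Outside the 16, the *mgst3a* probes were unchanged (A_15_P105059, 0.01, adjusted p = 0.978, and A_15_P116931, 0.00, adjusted p = 0.992). Of the genes of GSH utilization, *gr1* (A_15_P109364) was higher by 1.87 (standard error 0.20, adjusted p = 0.000261), the GST omega (A_15_P109839) by 2.26 (standard error 0.30, adjusted p = 0.000903) and *mgst3* (A_15_P111132) by 1.18 (standard error 0.18, adjusted p = 0.00285, 3 DMSO arrays). *ggt1a* (A_15_P102996) had a difference of 2.62 (standard error 0.41, adjusted p = 0.00257), and its sample signal was well above background on 1 of the 4 DMSO arrays. Over the alternatives this difference lay between 0.97 and 2.98, and that of *gss* (A_15_P118489) between 0.47 and 1.29, with the call kept in each. *txn1* (A_15_P103106) was higher by 2.37 (standard error 0.25, adjusted p = 0.000191) and *cbsb* (A_15_P112576) by 1.02 (standard error 0.17, adjusted p = 0.00415). None of the 16 probes was past the threshold with TCDD (smallest adjusted p = 0.247), and the difference between the compounds was not tested.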

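A list of glutathione and thioredoxin genes, written with 7 other lists before the data were examined, was tested by camera in limma with a preset correlation of 0.01 between probes, against the 20162 probes measured on every array, with adjustment over the 8 lists and both compounds. Its 24 probes were higher with tBHQ than the other probes (adjusted p = 6.16e-06), with a median difference of 0.39, and 22 of the 24 were higher than in DMSO. Over all probes tested, 7 of them were past limma's threshold and higher, and 8 were higher and 1 lower when adjusted over the list alone. With TCDD the list gave an adjusted p of 0.233 and a median of -0.14. Of the 25 genes listed, 17 were matched to probes by name, and the paper names 8 of these as induced on these same arrays. Thioredoxin, glutathione reductase and *cbsb* were listed but not matched. Their probes named above are therefore not in this test. For *mgst3* the test holds the *mgst3a* probes and not A_15_P111132. Under fry, a test by rotation, the tBHQ calls of the glutathione, heat shock, light-responsive, pigment cell and cell cycle lists hold, those of the proteasome and photoreceptor lists do not, and the AHR list, which camera does not call for tBHQ, is called. With the correlation estimated from the arrays, camera calls the AHR list with TCDD (adjusted p = 0.00473) and no list with tBHQ. The adjusted p of the glutathione list with tBHQ ranged from 1.85e-07 to 0.0658 over the alternatives, the highest being that with the estimated correlation.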

**Table 2:** Changes in gene expression in 4-dpf zebrafish eleutheroembryos exposed to tBHQ or TCDD for 6 hr, relative to DMSO-treated eleutheroembryos: Selected genes involved in phase I & phase II biotransformation, GSH synthesis and utilization, oxidative stress response.

Probe number	Gene	tBHQ	TCDD
		mean ± SE	mean ± SE
A_15_P110246	catalase	0.90+−0.14	0.85+−0.03
A_15_P117964	superoxide dismutase 1, soluble (sod1)	1.12+−0.21	0.80+−0.07
A_15_P110713	superoxide dismutase 2, mitochondrial (sod2)	0.81+−0.03	0.83+−0.04
A_15_P108217	NAD(P)H dehydrogenase, quinone 1 (nqo1)	0.66+−0.08	1.19+−0.05
A_15_P107652	**prostaglandin endoperoxide synthase 2 (ptgs)**	**5.89+−0.48**	0.61+−0.06
A_15_P100578	**cytochrome P4501A (cyp1a)**	0.96+−0.09	**71.59+−6.09**
A_15_P102530	**UDP glycosyltransferase (ugt1b5)**	0.66+−0.15	**4.03+−0.48**
A_15_P101728	epoxide hydrolase 1, like (ephx1l)	1.03+−0.25	1.20+−0.16
A_15_P100082	**glutamate-cysteine ligase c (gclc)**	**2.21+−0.12**	0.97+−0.04
A_15_P112437	**glutamate-cysteine ligase m (gclm)**	**4.11+−0.18**	1.33+−0.09
A_15_P102996	**g-glutamyl transferase (ggt1a)**	**7.31+−2.65**	0.84+−0.07
A_15_P109364	**glutathione reductase (gr1)**	**3.79+−0.68**	1.12+−0.04
A_15_P120619	glutathione peroxidase 4b (gpx)	0.81+−0.06	0.89+−0.06
A_15_P118489	**glutathione synthase (gss)**	**2.19+−0.26**	1.17+−0.11
A_15_P112576	**cystathionine beta-synthase (cbsb)**	**2.07+−0.34**	0.95+−0.07
A_15_P111318	glutathione S-transferase, alpha-like (gstal)	1.50+−0.27	0.68+−0.04
A_15_P118878	glutathione S-transferase, mu (gstm)	1.14+−0.18	0.87+−0.03
A_15_P107422	glutathione S-transferase, pi (gstp1)	2.89+−0.65	1.50+−0.08
A_15_P111132	**microsomal gst 3**	**2.22+−0.12**	0.95+−0.08
A_15_P109839	**glutathione S-transferase, omega**	**5.25+−1.30**	0.77+−0.04
A_15_P103106	**Thioredoxin** (txn1)	**5.47+−0.92**	1.04+−0.08
A_15_P107290	similar to vertebrate heme oxygenase decycling 2 (hmox2)	0.97+−0.11	1.03+−0.13
A_15_P115043	metallothionein (mt)	1.07+−0.13	0.92+−0.08
A_15_P105247	metallothionein 2 (mt2)	1.92+−0.19	0.95+−0.09

Microarray probes with significant (p<0.05, ANOVA with 5% FDR correction) change for tBHQ or TCDD relative to DMSO are in **bold type**. Data represent mean ± standard error of ratio: treated/DMSO.

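The gene for KEAP1 was represented by 2 probes, both past limma's threshold and higher with tBHQ, at 1.83 (*keap1*, A_15_P105139, standard error 0.22, adjusted p = 0.000557) and 1.46 (A_15_P108028, standard error 0.15, adjusted p = 0.000332, 3 DMSO arrays). Of the 5 probes for the small maf genes, 4 were past the threshold. *mafk* was higher by 1.97 (A_15_P116104, standard error 0.29, adjusted p = 0.00177) and 1.96 (A_15_P104781, standard error 0.25, adjusted p = 0.000683), with the sample signal well above background on 2 and 3 of the 4 DMSO arrays. *maff* (A_15_P102698) was higher by 1.63 (standard error 0.16, adjusted p = 0.000383, 3 DMSO and 3 TCDD arrays) and *mafb* (A_15_P119243) by 1.03 (standard error 0.14, adjusted p = 0.00129). The third *mafk* probe, A_15_P120009, had a difference of 0.65 (adjusted p = 0.0558) and was well above background on 1 DMSO array.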

There was strong induction of *keap1a* and several genes encoding small maf proteins (*mafk, maff, mafb*), which are involved in the NRF2 signaling pathway. In contrast, four of the six predicted NRF-family transcription factors (*nfe2*, *nrf1a*, *nrf1b*, and *nrf2a*) were represented on the array, but none showed significantly altered expression in tBHQ-exposed eleutheroembryos.

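Of the 4 NRF-family genes, *nrf2a* (A_15_P109504) had a difference of 0.39 with tBHQ (standard error 0.11, adjusted p = 0.0415 by limma's contrast), and its adjusted p from the F-test over the 3 groups was 0.0809. The call by the contrast was lost in 15 of the 28 alternatives, among them leaving out any 1 array other than DMSO replicate 2 or tBHQ replicate 1 (highest adjusted p = 0.101). *nfe2* (A_15_P109440) had a difference of -0.66 (standard error 0.22, adjusted p = 0.0770) and *nrf1b* (A_15_P116909) of 1.37 (standard error 0.44, adjusted p = 0.0653), and each was past the threshold in some alternatives, *nrf1b* among them without DMSO replicate 1 or TCDD replicate 1. *nrf1a* (A_15_P110831) had a difference of -0.56 (standard error 0.34, adjusted p = 0.327), with a sample signal well above background on 1 DMSO, 1 tBHQ and 2 TCDD arrays.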

Another set of genes of interest was those involved in general stress responses. The gene induced most highly by tBHQ (more than 50-fold) was *hsp70*, which was represented by several probes on the array (**Table 3**). 

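The mean log2 ratio of *hsp70* (A_15_P110618) to the reference was -4.82 ± 0.21 (SD, n = 4) in DMSO, 0.82 ± 0.53 (SD, n = 4) in tBHQ and -2.90 ± 0.43 (SD, n = 4) in TCDD. Its difference between tBHQ and DMSO was 5.64 (standard error 0.27, adjusted p = 9.70e-07 with limma), the largest of all probes past the threshold. On the 4 tBHQ arrays the difference to the DMSO mean was 5.44, 5.24, 6.42 and 5.45. It lay between 5.18 and 6.20 over all alternatives. The *hsp70l* probe A_15_P105258 was higher by 3.97 (standard error 0.29, adjusted p = 2.86e-05, 3 DMSO arrays).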

A *v-fos* homolog was also strongly induced (47-fold); there were also substantial increases in expression of *junb* (8.7-fold) and other jun-related transcripts. 

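The *fos* probe A_15_P101481 was higher by 5.39 with tBHQ (standard error 0.36, adjusted p = 7.65e-06 with limma). The log2 ratio on tBHQ replicate 1 was 0.59, and on the other 3 tBHQ arrays it lay between 2.32 and 2.56. A second *fos* probe, A_15_P104381, was higher by 2.05 (standard error 0.32, adjusted p = 0.00253), with a sample signal well above background on 2 of the 4 DMSO arrays. Of the 7 jun-related probes, 6 were past the threshold and higher with tBHQ, with differences between 0.95 and 3.48. *junb* (A_15_P117758) was higher by 3.11 (standard error 0.15, adjusted p = 8.89e-07), *junbl* (A_15_P104554) by 3.48 (standard error 0.15, adjusted p = 8.20e-07) and *jun* (A_15_P101236) by 1.51 (standard error 0.11, adjusted p = 3.94e-05, 3 DMSO arrays). The smallest of them, the *junb* probe A_15_P111786, was not well above background on any DMSO array and lay highest by far on tBHQ replicate 3, which makes it at least 1.07-fold higher with tBHQ, and its call was lost when any DMSO array or tBHQ replicate 2, 3 or 4 was left out. Such lower limits compare the mean sample signal with the dimmest signal that was well above background on each array.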

Other induced genes included an hsp90 isoform (*hsp90-alpha2*) and *hsp40/dnaJ*. The latter joined *atf3* and *gadd45* (several forms) as induced genes associated with a DNA-damage response.

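*dnajb1* (A_15_P108778), a member of the hsp40 family, was higher by 3.30 with tBHQ (standard error 0.24, adjusted p = 1.27e-05 with limma). *atf3* (A_15_P107601) was higher by 4.20 (standard error 0.20, adjusted p = 8.89e-07). All 6 probes for 4 *gadd45* genes were past the threshold and higher, with differences between 0.93 and 3.63. The largest was *gadd45b* (A_15_P105326, standard error 0.19, adjusted p = 3.12e-06, 3 tBHQ arrays), and *gadd45bl* (A_15_P119773) was higher by 3.55 (standard error 0.30, adjusted p = 4.38e-05). With TCDD none of the 6 *gadd45* probes was past the threshold (smallest adjusted p = 0.351). The 30 probes of the heat shock list were higher with tBHQ than the other probes (camera, adjusted p = 4.79e-06, range 3.90e-08 to 0.112 over the alternatives), with a median difference of 0.27 and 25 of the 30 higher than in DMSO. The paper names *hsp70* and *hsp90a2* as induced on these arrays. Their probes stand for 2 of the 16 listed genes matched by name, those of *hsp90a2* under *hsp90ab1*. The *hsp70l* and *dnajb1* (A_15_P108778) probes were not matched and are not in the test, although these genes were listed. Over all probes tested, 10 of the 30 were past the threshold, and 11 when adjusted over the list alone. With TCDD the same list gave an adjusted p of 0.779, and its median of -0.03 has the other sign than its mean of 0.06 and than the direction of the test.

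**Figure D2:**
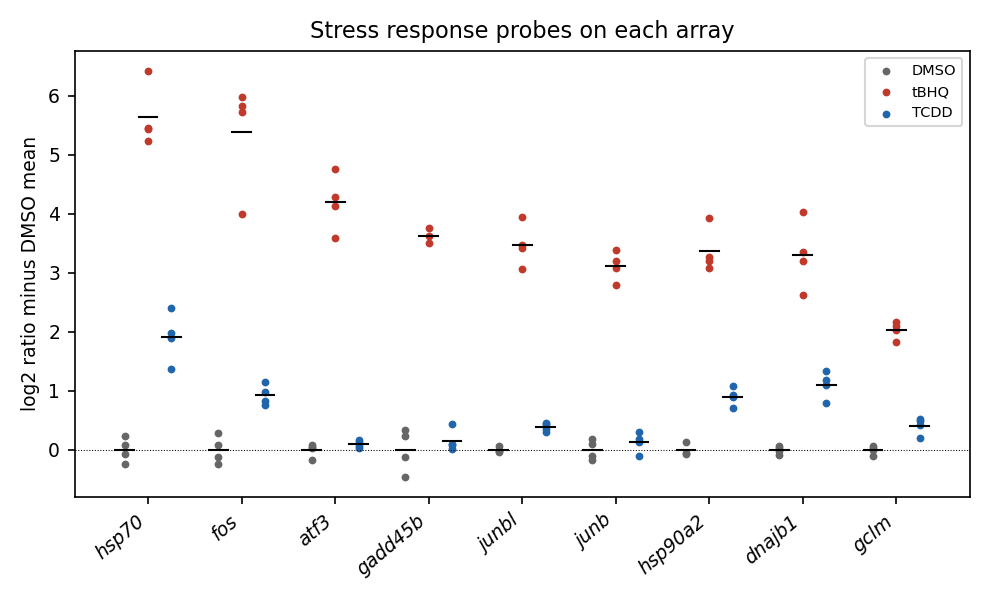
Log2 ratio of 9 stress-responsive probes on each array minus the DMSO mean, for DMSO, tBHQ and TCDD, 1 point per array and a line at the mean of the group. The *hsp70* probe lies between 5.24 and 6.42 on the 4 tBHQ arrays.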

**Table 3:** Changes in gene expression in 4-dpf zebrafish eleutheroembryos exposed to tBHQ or TCDD for 6 hr, relative to DMSO-treated eleutheroembryos: Other stress-responsive genes and transcription factors.

Probe number	Gene	tBHQ	TCDD
	*stress response*		
A_15_P110618	**heat shock cognate 70-kd protein (hsp70)**	**52.28+−13.8**	**3.87+−0.77**
A_15_P107601	**activating transcription factor 3 (atf3)**	**19.05+−2.71**	1.07+−0.05
A_15_P108778	**DnaJ (Hsp40) homolog, subfamily B, member 1 (dnajb1)**	**10.48+−2.33**	**2.17+−0.18**
A_15_P118357	**heat shock protein 90-alpha 2 (hsp90a2)**	**10.44+−1.79**	1.84+−0.12
A_15_P105326	**growth arrest and DNA-damage-inducible, beta (gadd45b)**	**10.20+−2.87**	1.10+−0.10
A_15_P105778	**insulin-like growth factor binding protein 1 (igfbp1)**	**8.38+−1.06**	0.89+−0.15
A_15_P114842	**hepcidin antimicrobial peptide 1 (hamp1)**	**8.32+−3.23**	0.45+−0.14
A_15_P102163	**hypoxia induced gene 1 (hig1)**	**7.65+−1.11**	1.16+−0.06
A_15_P119378	**sequestosome 1 (sqstm1)**	**7.57+−1.56**	1.26+−0.07
A_15_P113284	**growth arrest and DNA-damage-inducible, alpha like (gadd45al)**	**3.41+−0.54**	1.41+−0.06
	*Transcription factors/signal transduction*		
A_15_P101481	**v-fos FBJ murine osteosarcoma viral oncogene homolog (fos)**	**46.78+−9.17**	1.90+−0.11
A_15_P102446	**similar to jun dimerization protein**	**9.21+−1.00**	0.96+−0.05
A_15_P117758	**jun B (junb)**	**8.71+−0.81**	1.10+−0.09
A_15_P101236	**v-jun sarcoma virus 17 oncogene homolog (avian) (jun)**	**2.69+−0.23**	0.89+−0.07
A_15_P119415	**suppressor of cytokine signaling 3 (socs3)**	**6.45+−1.62**	1.21+−0.13
A_15_P113920	**CCAAT/enhancer binding protein (C/EBP), beta (cebpb)**	**6.24+−1.28**	0.93+−0.04
A_15_P118944	**sprouty (Drosophila) homolog 4 (spry4)**	**5.05+−0.85**	1.19+−0.03
A_15_P104781	**v-maf musculoaponeurotic fibrosarcoma oncogene homolog K (avian) (mafk)**	**4.08+−0.60**	1.14+−0.12
A_15_P102698	**v-maf musculoaponeurotic fibrosarcoma oncogene homolog f (avian) (maff)**	**3.06+−0.29**	1.23+−0.13
A_15_P119243	**v-maf musculoaponeurotic fibrosarcoma oncogene family, protein B (avian) (mafb)**	**2.04+−0.19**	1.01+−0.13
A_15_P101990	**SRY-box containing gene 9a (sox9a)**	**2.44+−0.29**	0.89+−0.03
A_15_P109504	nuclear factor (erythroid-derived 2)-like 2 (nfe2l2; nrf2a)	1.30+−0.04	1.19+−0.08
A_15_P110831	nuclear factor, erythroid derived 2,-like 1 (nfe2l1; nrf1a))	0.63+−0.21	0.72+−0.19
A_15_P116909	nuclear factor, erythroid derived 2,-like 1 (nfe2l1; nrf1b)	2.38+−0.51	2.19+−1.05
A_15_P109440	nuclear factor, erythroid-derived 2 (nfe2)	0.63+−0.08	0.81+−0.15
A_15_P105139	kelch-like ECH-associated protein 1 (keap1)	3.55+−0.64	1.57+−0.23
A_15_P104554	jun B proto-oncogene, like (junbl)	11.42+−1.47	1.31+−0.03
A_15_P120520	aryl hydrocarbon receptor 1a (ahr1a)	0.64+−0.12	1.24+−0.13
A_15_P103538	**aryl hydrocarbon receptor 2 (ahr2)**	0.80+−0.04	**2.42+−0.24**
A_15_P105040	aryl hydrocarbon receptor nuclear translocator (arnt2)	1.38+−0.07	1.04+−0.04
A_15_P102120	**forkhead box Q1 (foxq1b)**	0.43+−0.06	**3.48+−0.13**

Microarray probes with significant (p<0.05, ANOVA with 5% FDR correction) change for tBHQ or TCDD relative to DMSO are in **bold type**. Data represent mean ± standard error of ratio: treated/DMSO.

#### cis-regulatory elements

Among the genes significantly up-regulated by tBHQ exposure in the microarray experiment, some contained a possible DRE (e.g. early growth response 2a, arrestin domain containing 2, angiotensinogen, dual specificity phosphatase 5, phosphogluconate dehydrogenase isoform 1), an NF-kappaB motif (e.g. kelch-like ECH-associated protein 1a, growth arrest and DNA-damage-inducible, beta), SP1 motif (arrestin domain containing 2, pyruvate dehydrogenase kinase 2, dual specificity phosphatase 5, hypoxia induced gene 1, mmp13), REL motif (kelch-like ECH-associated protein 1a, growth arrest and DNA-damage-inducible beta, myocyte enhancer factor 2d), the Mafb motif (e.g solute carrier family 25 member 43), and HIF1A::Arnt motif (e.g. heat shock cognate 70-like, solute carrier family 25 member 43).

For genes significantly down-regulated by tBHQ exposure, a number contained an SP1 motif (e.g. forkhead box D1-like, growth arrest-specific 1a, red-sensitive opsin-1, microphthalmia-associated transcription factor a, insulin-like growth factor 2a precursor) and a Mafb motif (rad and gem-related GTP-binding protein 1, aquaporin 3a, red-sensitive opsin-1).

#### Novel responses to tBHQ

In addition to the stress-responsive genes and those involved in GSH homeostasis and other adaptive responses to oxidative stress, there were several notable changes in expression of other genes, including some with important roles during development (**Table 3** **; Table S2**). For example, *sox9a*, which has roles in development of chondrocytes and the retina [57], [58], was induced 2.4-fold by tBHQ. 

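Both probes for *sox9a* were higher with tBHQ, by 1.27 (A_15_P101990, standard error 0.13, adjusted p = 0.000160 with limma) and 1.21 (A_15_P106777, standard error 0.17, adjusted p = 0.00154).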

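The fibroblast growth factor inhibitor gene *spry4* has 2 probes on the array, with differences to DMSO of 2.24 (A_15_P118944, standard error 0.25, adjusted p = 0.000294 with limma) and 2.21 (A_15_P104862, standard error 0.25, adjusted p = 0.000315) in tBHQ-treated eleutheroembryos.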

The fibroblast growth factor inhibitor *sprouty4* was induced 5-fold. 

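The probe for *hamp1*, A_15_P114842, was higher by 3.19 with tBHQ (standard error 0.56, adjusted p = 0.00483 with limma), with a sample signal well above background on 2 of the 4 DMSO arrays.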

Transcripts for the iron-regulatory protein hepcidin (hepcidin anti-microbial peptide; *hamp1*) were induced 8.3-fold. Prostaglandin endoperoxide synthase 2a (*ptgs2a*; also known as *cox2*) was induced almost 6-fold by tBHQ. 

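The *ptgs2a* probe A_15_P107652 was higher by 2.54 with tBHQ (standard error 0.15, adjusted p = 3.12e-06 with limma) and had a difference of -0.72 with TCDD (standard error 0.15, adjusted p = 0.145). A second probe, A_15_P111791, was not well above background on any DMSO array and was at least 1.03-fold higher with tBHQ (adjusted p = 0.0321, a call lost in 12 of 25 alternatives).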

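For *hig1* (A_15_P102163) the difference between tBHQ and DMSO was 2.90 (standard error 0.16, adjusted p = 2.00e-06 with limma).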

Hypoxia-induced gene (*hig1*) was induced 7-fold. Several members of the solute carrier family (*slc25a25*, *slc16a9a*, *slc16a3*, *slc1a4*, *slc25a43*, *slc16a6b* and *slc13a2*) were strongly induced, suggesting a general up-regulation of transport activity. 

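The 7 solute carrier genes were represented by 12 probes, of which 9 probes for 6 genes were past limma's threshold and higher with tBHQ, with differences between 1.05 and 2.51. The largest were for *slc25a25* (A_15_P101805, 2.51, standard error 0.15, adjusted p = 3.60e-06) and *slc16a9a* (A_15_P104912, 2.29, standard error 0.12, adjusted p = 1.67e-06). The *slc13a2* probes had differences of 0.70 (A_15_P100835, standard error 0.36, adjusted p = 0.250) and 0.45 (A_15_P106113, standard error 0.35, adjusted p = 0.470, 3 DMSO and 3 TCDD arrays) with tBHQ. With TCDD, these *slc13a2* probes had differences of -1.46 (adjusted p = 0.229) and -1.56 (adjusted p = 0.237), and both were past the F-test over the 3 groups (adjusted p = 0.00789 and 0.0145).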

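The genes *dusp5*, *dusp4* and *dusp1* were represented by 5 probes, all past limma's threshold and higher with tBHQ, with differences from 0.73 for *dusp4* (A_15_P116617, standard error 0.12, adjusted p = 0.00317) to 3.16 for *dusp5* (A_15_P108550, standard error 0.15, adjusted p = 1.97e-06, 3 DMSO arrays). On the *dusp5* probe TCDD replicate 1 lay well below the other TCDD arrays. None of the 5 was past the threshold with TCDD (smallest adjusted p = 0.622).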

Several dual-specificity phosphatases (*dusp5, dusp4, dusp1*) also were induced.

Although reports of the response to oxidative stress often emphasize the genes that are induced, oxidative stress also leads to decreases in the expression of some genes. In zebrafish eleutheroembryos exposed to tBHQ at 4-dpf, almost a third of the genes with significant and ≥2-fold changes were down-regulated, several strongly so (**Table S2**). 

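Of the probes past the F-test and at least 2-fold changed by tBHQ, 43.0% were lower than in DMSO. Of the 587 probes at least 2-fold changed by either compound, 39.0% were lower with tBHQ. Over the alternatives, the first share lay between 29.9% (the bound on the proportion of false probes) and 59.8% (without tBHQ replicate 1), and the second between 28.1% (without tBHQ replicate 2) and 54.7% (without tBHQ replicate 1).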

A number of these suggest effects on the eye. For example, opsin 1 (*opn1lw1*), micropthalmia-associated transcription factor a (*mitfa*), and genes involved in retinoid homeostasis (lecithin retinol acyltransferase a, retinol binding protein 4) were among those strongly suppressed by tBHQ exposure at 4 dpf. 

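The *opn1lw1* probes were lower with tBHQ, at -2.68 (A_15_P119724, standard error 0.37, adjusted p = 0.00129 with limma) and -2.49 (A_15_P113881, standard error 0.37, adjusted p = 0.00178). *lrata* (A_15_P101484) had a difference of -2.35 (standard error 0.24, adjusted p = 0.000167), with a sample signal well above background on 1 of the 4 tBHQ arrays. Of the 3 *rbp4* probes, A_15_P104141 was lower, at -1.45 (standard error 0.12, adjusted p = 4.44e-05), A_15_P108676 was lower, at -1.16 (standard error 0.32, adjusted p = 0.0392, a call lost in 12 of 26 alternatives), and A_15_P115146 was at -0.01 (adjusted p = 0.978). A list of photoreceptor genes, of which the paper names *opn1lw1* from these arrays, had 18 probes measured on every array. Their median difference with tBHQ was -0.64, and 4 of the 18 were higher than in DMSO (camera, adjusted p = 0.0106, range 0.000654 to 0.510 over the alternatives). Over all probes tested, 7 of the 18 were past limma's threshold and lower and 1 higher, and 8 and 3 when adjusted over the list alone. The call of the list was lost without tBHQ replicate 4 (adjusted p = 0.0508), with 1 probe per gene (adjusted p = 0.136) and in 4 further alternatives. With TCDD the list gave an adjusted p of 0.720 and a median of -0.05.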

Several genes with known developmental roles also were repressed by tBHQ. Examples include *foxq1b*, frizzled homolog 2, kruppel-like factor 2a, distal-less homeobox gene 3b, lunatic fringe, noggin1, and fibroblast growth factor 8 (**Table 4**).

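These 7 developmental genes were represented by 13 probes, of which 10 probes for all 7 genes were past limma's threshold and lower with tBHQ, with differences between -1.65 and -0.82. *klf2a* (A_15_P108040) had a difference of -1.65 (standard error 0.27, adjusted p = 0.00313), *fgf8a* (A_15_P118093) of -1.42 (standard error 0.24, adjusted p = 0.00423), *fzd2* (A_15_P112836) of -1.19 (standard error 0.20, adjusted p = 0.00425, 3 DMSO arrays), *lfng* (A_15_P108022) of -1.16 (standard error 0.19, adjusted p = 0.00349) and *nog1* (A_15_P121041) of -1.06 (standard error 0.17, adjusted p = 0.00305). *dlx3b* (A_15_P117241) had a difference of -1.41 (standard error 0.32, adjusted p = 0.0183, 3 DMSO arrays), a call that was lost without DMSO replicate 3 (adjusted p = 0.0629). The probes not past the threshold were 1 each of *dlx3b*, *lfng* (A_15_P117730, 0.14, adjusted p = 0.749) and *fgf8a* (A_15_P112473), the last of which was not well above background on any DMSO array, with 1 DMSO and 1 tBHQ array well apart from the others. Over the 29 genes of Table 4, 38 of 42 probes were past the threshold and lower, with at least 1 for each gene.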

**Table 4:** Genes down-regulated in 4-dpf zebrafish eleutheroembryos exposed to tBHQ for 6 hr, relative to DMSO-treated eleutheroembryos.

Probe number	Gene	tBHQ	TCDD
A_15_P115644	v-myc myelocytomatosis viral oncogene homolog 1, lung carcinoma derived (avian) a (mycl1a)	0.50+−0.04	0.89+−0.10
A_15_P108775	caspase 6, apoptosis-related cysteine peptidase, like 1 (casp6l1)	0.49+−0.04	0.79+−0.06
A_15_P121041	noggin 1 (nog1)	0.48+−0.06	0.70+−0.11
A_15_P108022	lunatic fringe homolog (lfng)	0.47+−0.08	0.82+−0.05
A_15_P105107	sulfotransferase family 2, cytosolic sulfotransferase 1 (sult2st1)	0.47+−0.06	1.27+−0.12
A_15_P112525	insulin-like growth factor 2a (igf2a)	0.46+−0.04	1.08+−0.07
A_15_P116827	protein phosphatase 1, regulatory (inhibitor) subunit 3B (ppp1r3b)	0.46+−0.03	0.74+−0.04
A_15_P112836	frizzled homolog 2 (fzd2)	0.45+−0.06	1.01+−0.09
A_15_P104846	aquaporin 3a (aqp3a)	0.45+−0.04	0.73+−0.05
A_15_P111028	chemokine (C-X-C motif) receptor 7b (cxcr7b)	0.44+−0.08	1.20+−0.09
A_15_P102120	forkhead box Q1 (foxq1b)	0.43+−0.06	3.48+−0.13
A_15_P108178	cytochrome P450, family 17, subfamily A, polypeptide 1 (cyp17a1)	0.43+−0.05	0.92+−0.08
A_15_P110067	progestin and adipoQ receptor family member Vb (paqr5b)	0.42+−0.03	0.90+−0.11
A_15_P106239	cyclin B1 (ccnb1)	0.42+−0.03	0.91+−0.08
A_15_P111351	cytochrome P450, family 17, subfamily A, polypeptide 1 (cyp17a1)	0.42+−0.01	0.77+−0.06
A_15_P117241	distal-less homeobox gene 3b (dlx3b)	0.41+−0.09	1.85+−0.05
A_15_P100844	Aldo/keto reductase homolog	0.41+−0.05	0.91+−0.01
A_15_P118093	fibroblast growth factor 8 a (fgf8a)	0.40+−0.07	0.79+−0.04
A_15_P114727	malate dehydrogenase 1b, NAD (soluble) (mdh1b)	0.39+−0.12	0.96+−0.10
A_15_P104273	caspase b (caspb)	0.37+−0.02	1.07+−0.11
A_15_P104141	retinol binding protein 4, plasma (rbp4)	0.37+−0.01	0.89+−0.07
A_15_P109617	cyclin B2 (ccnb2)	0.37+−0.01	0.76+−0.08
A_15_P106832	caspase b (caspb)	0.35+−0.09	1.15+−0.22
A_15_P111412	melanoregulin (zgc:91968)	0.35+−0.07	0.93+−0.03
A_15_P106085	sciellin (scel)	0.35+−0.03	0.78+−0.03
A_15_P109688	annexin A1b (anxa1b)	0.34+−0.02	0.89+−0.03
A_15_P111328	microphthalmia-associated transcription factor a (mitfa)	0.33+−0.06	0.99+−0.17
A_15_P108040	Kruppel-like factor 2a (klf2a)	0.33+−0.04	1.17+−0.06
A_15_P107334	v-maf musculoaponeurotic fibrosarcoma (avian) oncogene homolog (maf)	0.33+−0.04	0.74+−0.06
A_15_P101484	lecithin retinol acyltransferase a (phosphatidylcholine–retinol O-acyltransferase a) (lrata)	0.21+−0.04	0.63+−0.07
A_15_P119724	opsin 1 (cone pigments), long-wave-sensitive, 1 (opn1lw1)	0.17+−0.03	0.86+−0.22

All probes listed in this table had significant (p<0.05, ANOVA with 5% FDR correction) and >2-fold decrease in expression in tBHQ-treated relative to DMSO treated embryos. Data represent mean ± standard error of ratio: treated/DMSO. Only a subset of the down-regulated genes is shown; for complete set, see Tables S2 and S4.

#### Genes altered in response to TCDD

The number of genes affected by TCDD was small in comparison to the number regulated by tBHQ. 

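The contrast of TCDD with DMSO gave 30 probes at a false discovery rate of 5% with limma, 23 higher and 7 lower (2127 at an unadjusted p under 0.05), and 29 of the 30 are in Table S2. The tBHQ contrast gave 84.3 times as many. Among the probes at least 2-fold changed, those changed by tBHQ were 6.65 times as many as those changed by TCDD. Over the alternatives, the first ratio lay between 9.88 (only the 8 arrays of 2 groups) and 263 (the run of slide numbers as a block, chosen after the data were seen), and the second between 3.75 (quantile normalization) and 14.9 (the bound on the proportion of false probes). The alternative that moved the TCDD count most was the use of array weights, with 157 probes, and the fit to the 8 DMSO and TCDD arrays gave 112. It also rested on single arrays. It was 55 without tBHQ replicate 1, 10, 11 and 9 without DMSO replicates 1, 2 and 3, and 11, 14 and 10 without TCDD replicates 2, 3 and 4, respectively. With the run of slide numbers as a block it was 8, among them *cyp1a*, *foxq1b*, *ahr2* (A_15_P103538) and *selenop2*. For 2372 probes (11.0%) all 4 TCDD arrays lay on 1 side of all 4 DMSO arrays, where chance gives 2.86%. Beside *cyp1a*, *hsp70*, *foxq1b*, *ugt1b5* and *ahr2*, *cdkn1ba* (A_15_P105830) was higher by 1.14 (standard error 0.13, adjusted p = 0.00803) and *notum1b* (A_15_P116032) by 1.04 (standard error 0.14, adjusted p = 0.0165). Among the lower probes, *fhl5* (A_15_P110860) had the largest difference, at -1.56 (standard error 0.20, adjusted p = 0.0158), and *selenop2* (A_15_P104008) one of -1.30 (standard error 0.14, adjusted p = 0.00339).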

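The *cyp1a* probe A_15_P100578 was saturated in the sample channel on all 4 TCDD arrays, so that its difference is a lower limit, at least 65.2-fold higher with TCDD than in DMSO (adjusted p = 1.57e-07 with limma). The mean log2 ratio in DMSO was -5.11 ± 0.36 (SD, n = 4), with DMSO replicate 1 well below the others. With tBHQ its difference to DMSO was -0.07 (standard error 0.21, adjusted p = 0.868). For *hsp70* (A_15_P110618) the difference between TCDD and DMSO was 1.92 (standard error 0.27, adjusted p = 0.0237), with 1.36, 2.41, 1.99 and 1.90 on the 4 arrays. That call was lost in 10 of 28 alternatives, among them leaving out any DMSO array or TCDD replicate 2, 3 or 4 (highest adjusted p = 0.102), and the difference lay between 1.21 and 2.37 over all alternatives.

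**Figure D3:**
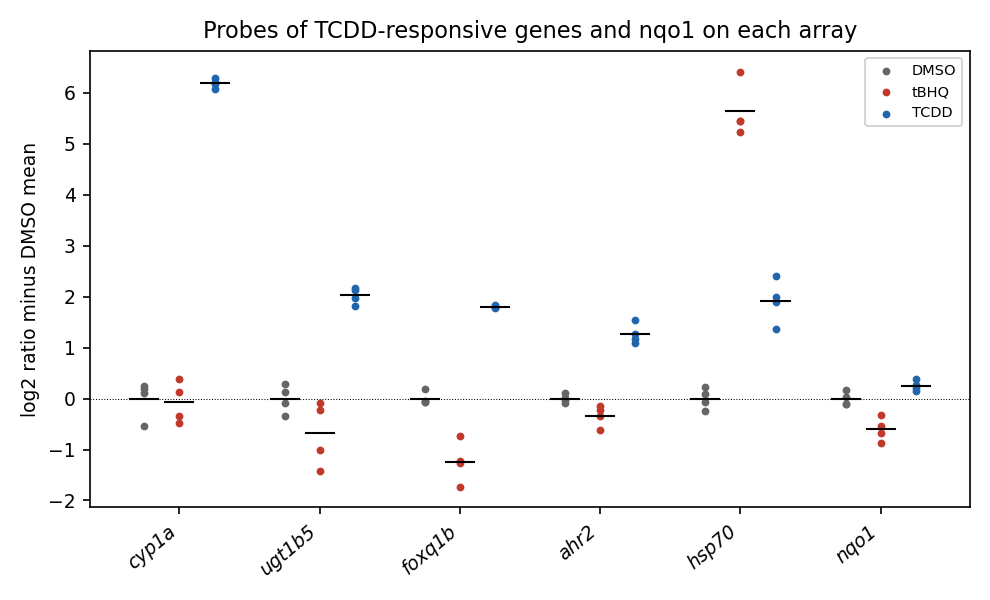
Log2 ratio of 6 probes on each array minus the DMSO mean, for DMSO, tBHQ and TCDD, 1 point per array and a line at the mean of the group. The *cyp1a* signal was saturated on the 4 TCDD arrays, where the points are lower limits.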

Not surprisingly, *cyp1a* exhibited the greatest degree of induction (>70-fold), confirming the effectiveness of the exposure regimen. *hsp70* also was induced by TCDD, but the induction was modest (less than 4-fold) as compared to that caused by tBHQ (>50-fold). 

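On the probe for *foxq1b*, A_15_P102120, the difference to DMSO was 1.80 with TCDD (standard error 0.17, adjusted p = 0.00173 with limma) and -1.24 with tBHQ (standard error 0.17, adjusted p = 0.00124), and both calls held in all 28 alternatives. DMSO replicate 3 lay above the other DMSO arrays, with a log2 ratio of -0.44 against -0.71 to -0.68.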

The forkhead box gene *foxq1b* was induced 3.5-fold by TCDD. 

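The probe for *ugt1b5*, A_15_P102530, was higher by 2.02 with TCDD (standard error 0.27, adjusted p = 0.0165 with limma), a call that was lost in 9 of 28 alternatives, among them leaving out DMSO replicate 1, 2 or 3 or TCDD replicate 2, 3 or 4 (highest adjusted p = 0.0889). Both probes for *ahr2* were higher with TCDD, by 1.27 (A_15_P103538, standard error 0.13, adjusted p = 0.00243) and 1.10 (A_15_P116264, standard error 0.14, adjusted p = 0.0152), and the second call was lost in 6 of 28 alternatives, among them leaving out DMSO replicate 1, 2 or 3 or TCDD replicate 2. With tBHQ the same probes had differences of -0.34 (adjusted p = 0.123) and 0.47 (adjusted p = 0.0562). A list of genes regulated by the AHR had 7 probes measured on every array. The paper names 3 of its 5 genes matched by name (*cyp1a*, *foxq1b* and *ahr2*) as induced by TCDD on these arrays. The *ugt1b5* probe was not matched and is not in the test, although the gene was listed. With TCDD the median difference of the list was 1.10, and 6 of the 7 probes were higher than in DMSO (camera, adjusted p = 4.79e-12, range 3.80e-15 to 0.00473 over the alternatives). Of the 7 probes, 4 were past limma's threshold and higher, over all probes tested and also when adjusted over the list alone. With tBHQ the list was not called (camera, adjusted p = 0.103, median -0.17), and 6 alternatives, among them fry (adjusted p = 0.0195, range 0.0195 to 0.418 over the alternatives) and leaving out DMSO replicate 1 or tBHQ replicate 2, called it as lower.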

Other TCDD-induced genes included *ugt1b5* and *ahr2* (**Tables 2** **and** **3** **; see also Tables S2 and S4**). For those genes responding to TCDD, we detected cis-regulatory elements in Ahr2 (ARE, Arnt::Ahr, Mofb, HIF1A::Arnt), CYP1A (ARE, Arnt::Ahr, HIF1A::Arnt, SP1), and 5′ nucleotidase, cytosolic II, like 1 (ARE, Arnt::Ahr, SP1).

#### Analysis of selected genes by qRT-PCR

To confirm the changes in gene expression measured by microarray and to further explore the timing of those changes with respect to zebrafish development, we considered the six genes originally chosen for targeted analysis by qRT-PCR (*gstp1*, *gclc*, *sod1*, *cyp1a*, *nqo1*, *nrf2a*; **Fig. 2**) and measured the expression of six additional genes, including both tBHQ up-regulated (*hsp70*, *gadd45*, *atf3*) and tBHQ down-regulated genes (*mitfa*, *opn1lw1*, *foxq1b*) (**Fig. 4**). There was excellent concordance between microarray data and day 4 qRT-PCR data (**Table S5**). 

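The qRT-PCR values were not analysed again. For the 12 genes and both compounds, the call of limma's contrast on the arrays was set beside the paper's qRT-PCR call. The calls were the same in 20 of the 24 comparisons, and in between 16 and 21 over all alternatives. The other 4 were all for tBHQ, for which the arrays gave *gstp1* and *nrf2a* as higher and *nqo1* and *foxq1b* as lower, and the paper's qRT-PCR gave no significant change (for *gstp1* an increase that was not significant).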

Comparing the direction and statistical significance of the responses to tBHQ and TCDD for the twelve genes examined (i.e. 24 comparisons), there was agreement in all but one case: the decreased expression of *foxq1b* in tBHQ-exposed eleutheroembryos was not reproduced by qRT-PCR. 

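On the arrays, *gstp1* had a difference of 1.41 with tBHQ on probe A_15_P107422 (standard error 0.28, adjusted p = 0.00791 by limma's contrast), which was saturated on 1 tBHQ array, and the call held in all 28 alternatives. The difference on single tBHQ arrays was 2.12, 0.79, 1.91 and 0.83. The other *gstp1* probes had differences of 1.28 (A_15_P114124, standard error 0.37, adjusted p = 0.0567, 2 DMSO arrays) and 0.16 (A_15_P100200, standard error 0.14, adjusted p = 0.491), the latter with tBHQ replicate 4 well above the other tBHQ arrays. With TCDD, A_15_P107422 had a difference of 0.59 (adjusted p = 0.523).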

Notably, *gstp1* showed a trend towards induction in both analyses (and was induced at other time points), but the high biological variation in the day 4 samples precluded statistical significance for both array data and qRT-PCR results. For all genes, the magnitude of change measured by qRT-PCR was as great or greater than that seen on microarray, in agreement with the well-known compression of fold-change values observed with array data [59]. Nevertheless, the confirmation of 23/24 microarray-detected changes by qRT-PCR supports the use of this platform for initial identification of tBHQ- and TCDD-induced changes in gene expression in developing zebrafish.

**Figure 4:**
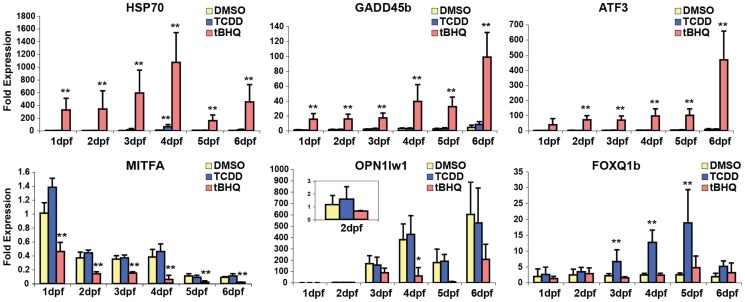
Changes in gene expression in developing zebrafish following exposure to TCDD (2 nM) or tBHQ (10 µM) in 0.1% DMSO. Embryos, eleutheroembryos, or larvae at 1, 2, 3, 4, 5, or 6-dpf were exposed to each chemical for 6 hours, after which they were frozen for RNA isolation and analysis of gene expression. Expression of *hsp70, gadd45b, atf3, mitfa, opn1lw1, and foxq1b* genes were measured by qRT-PCR. Values represent mean±SE of 4 biological replicates, each replicate a pool of 30 embryos. *statistical significance at p<0.05 (Dunnett's test).

The qRT-PCR measurements also revealed varied developmental patterns of sensitivity to altered gene expression in response to tBHQ or TCDD during the first six days of development. Some genes were induced (*hsp70, gadd45b, atf3, cyp1a*) or repressed (*mitfa*) at all stages examined, whereas for other genes the altered expression occurred only at certain stages (*gstp, gclc, nrf2, opn1lw1, foxq1b*) or not at all (*nqo1, sod1*).

### Loss of pigmentation in embryos exposed to tBHQ linked to altered expression of *mitfa*

A recent report [60] noted briefly that zebrafish embryos exposed to tBHQ exhibited reduced pigmentation, an observation that was confirmed in our studies. To explore the timing and persistence of the effect of tBHQ on pigmentation, we exposed embryos to tBHQ (5 or 10 µM) from 32–47 hpf and examined pigmentation at 52 hpf. In DMSO-exposed embryos, melanophores could be observed in their normal positions near the otic vesicle, in the dorsal and ventral stripes, and around the yolk sac (**Fig. 5A**). In embryos exposed to tBHQ, melanophores in the head and trunk were present but were small and hypopigmented; melanophores were not apparent on the yolk sac. In addition, tBHQ-exposed embryos displayed a reduction in pigmentation in the retina. By 120-hpf (5-dpf), 3 days after tBHQ exposure had ended, there was partial recovery of pigmentation in the dorsal, lateral, and ventral stripes, in the yolk sac, and in the retina (**Fig. 5B**).

**Figure 5:**
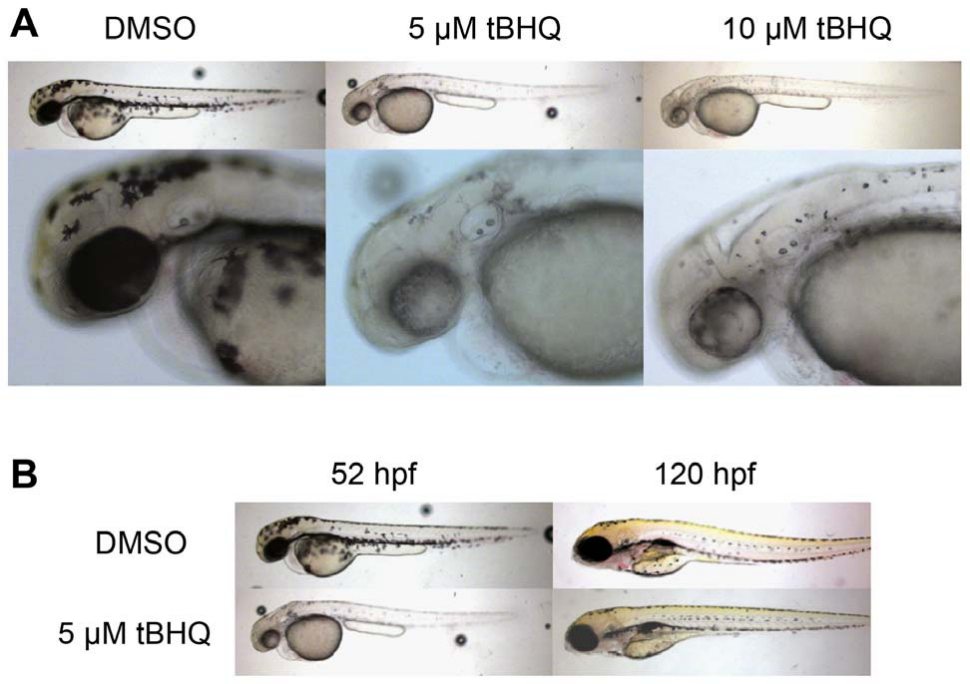
Phenotypic changes following tBHQ exposure. Zebrafish embryos were exposed to tBHQ (5 or 10 µM) or 0.1% DMSO from 32–47 hpf. **A.** At 52 hpf, randomly selected embryos were mounted in 3% methylcellulose and imaged as described in *Materials and Methods*. **B.** Embryos were subsequently maintained in 0.3× Danieau's water (without tBHQ) at until 120 hpf, when they were imaged again in order to assess recovery of pigmentation.

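The gene *mitfa* has 3 probes on the array, all lower with tBHQ, at -1.60 (A_15_P111328, standard error 0.20, adjusted p = 0.000712 with limma), -1.56 (A_15_P121123, standard error 0.17, adjusted p = 0.000315) and -1.51 (A_15_P120590, standard error 0.16, adjusted p = 0.000274). The sample signal was well above background on all 4 DMSO arrays for each of them, and on 1, 2 and 2 of the 4 tBHQ arrays. On A_15_P121123 DMSO replicate 4 lay well below the other DMSO arrays. A list of pigment cell genes, which includes *mitfa*, had 10 probes measured on every array, with a median difference of -0.46 with tBHQ (camera, adjusted p = 0.00224, range 0.000662 to 0.473 over the alternatives), and 2 of the 10 were higher than in DMSO. The 4 probes past limma's threshold, over all probes tested and when adjusted over the list alone, were the 3 *mitfa* probes and 1 of *tyrp1b* (A_15_P105449, -1.84, adjusted p = 0.0407). With 1 probe per gene the list was not called (adjusted p = 0.378). With TCDD its adjusted p was 0.746 and its median -0.03.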

One of the genes most strongly repressed in tBHQ-treated eleutheroembryos (**Table 4** **;** **Fig. 4**) was *mitfa*, one of two zebrafish co-orthologs of the mammalian gene microphthalmia-associated transcription factor (*MITF*) [61]. The *mitfa* gene is defective in zebrafish *nacre* mutants, which lack melanophores and thus do not synthesize melanin other than in the retina [62]. The reduced expression of *mitfa* suggests a molecular explanation for the reduced pigmentation in tBHQ-treated embryos.

### Response of hsp70-EGFP transgenic zebrafish to tBHQ

There was a strong induction of *hsp70* at 4 dpf in response to tBHQ exposure (**Table 3** **,** **Fig. 4**) and studies in human cells have shown that *hsp70* expression can be regulated by NRF2 [63]. Together, these results suggested that the *hsp70* gene might serve as a useful marker for induction of the oxidative stress response during development.

Kuwada and coworkers [53] developed a transgenic line of zebrafish containing the gene for enhanced green-fluorescent protein (EGFP) under control of the zebrafish *hsp70* promoter. In unstressed fish, EGFP is expressed only in the lens of the eye [64]. To assess the response of the *hsp70-egfp* fish embryos to oxidative stress, we exposed them to tBHQ and looked for induction of EGFP. At 24 hpf, tBHQ (10 µM) induced EGFP expression in a restricted pattern of cells including the eye and in specific cells in the trunk (**Fig. 6A**). When *hsp70-EGFP* eleutheroembryos were exposed to tBHQ (10 µM) for 4 hr beginning at 96-hpf and examined 4 hr later (104 hpf, similar to the sampling point for our microarray studies), tBHQ induced widespread EGFP expression throughout the fish (**Fig. 6B**), consistent with the high level of induction of hsp70 measured by microarray and qRT-PCR.

**Figure 6:**
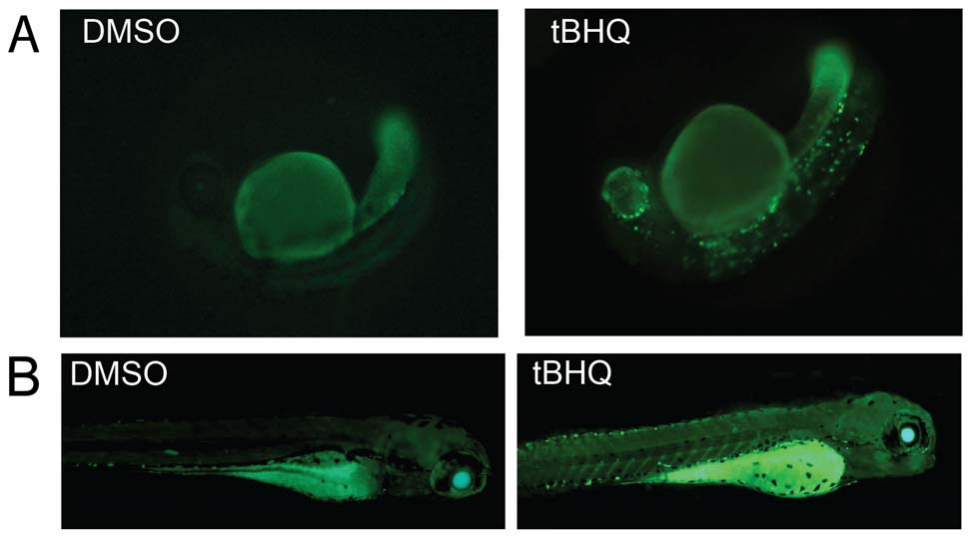
EGFP-HSP70 zebrafish exposed to tBHQ. **A.** Embryos from hsp70-EGFP transgenic zebrafish were exposed to DMSO (0.1%) or tBHQ (10 µM) for 4 hrs at 1-dpf. After exposure, embryos were washed and held for 4 additional hours prior to fluorescence microscopy for detecting EGFP expression. **B.** Another experiment was performed by exposing 4-dpf eleutheroembryos (n = 15) to DMSO (0.1%) or tBHQ (10 µM) for 4 hrs at 28°C. After exposure, eleutheroembryos were washed with 0.3× Danieau's and inspected 4 hrs post-exposure for EGFP expression by fluorescence microscopy.

## Discussion

The ability of embryos to protect themselves against oxidative damage is critical for maintaining developmental processes in the face of exposure to chemicals that are capable of disrupting redox balance and sulfhydryl metabolism. Despite the importance of such protective mechanisms, the ontogeny of constitutive and inducible antioxidant defenses in embryos is not well understood. Zebrafish serve as a valuable *in vivo* model to investigate the developmental regulation of the oxidative stress response. The results presented here and in our other recent papers [21], [35], [46] complement work done previously in this model [32], [33], [38]–[43], [60], [65], [66] by expanding the set of known NRF-related proteins potentially involved in regulating the OSR in zebrafish, determining the set of genes that are induced and repressed by a prototypical oxidant (tBHQ), and identifying a phenotype (loss of pigmentation) that is linked to a specific change in gene expression (decrease in *mitfa*).

### Gene expression profiles

An extensive OSR, including both increases and decreases in gene expression, occurred in zebrafish eleutheroembryos exposed to tBHQ for 6 hr at 4 dpf. We were particularly interested in the overlap between the OSR in zebrafish embryos and that described previously in mammalian systems (primarily adult tissues and cells). We also were interested in determining whether there were unexpected changes in gene expression that could represent novel responses in developing vertebrates. Importantly, there was concordance between microarray and qRT-PCR data (**Table S5**), validating the Agilent zebrafish microarray as a platform for evaluating expression profiles and for gene discovery in developing zebrafish exposed to oxidants. Computational searches for *cis*-regulatory elements involved in the observed responses to tBHQ and TCDD identified a number of possible regulatory mechanisms, particularly for tBHQ. The lack of hits for the NFE2L2 and NRF2 recognition sites was a product of the high false discovery rates for the mammalian *cis*-regulatory element models when used against the distant zebrafish genome and its divergent background nucleotide and dinucleotide frequencies. Experimental approaches such as chromatin immunoprecipitation sequencing (ChIP-Seq) may be better suited to resolve the targets of these regulatory proteins in the zebrafish.

#### Overlap in OSR between mammals and developing zebrafish

Many, but not all, of the known mammalian oxidant response genes were induced by tBHQ in zebrafish eleutheroembryos. More than half of the set of OSR marker genes identified by Johnson and colleagues [47] have zebrafish orthologs or co-orthologs that were induced by tBHQ in zebrafish at 4 dpf. Interestingly, in several cases in which there are two or more zebrafish co-orthologs of a mammalian gene (hsp90, dnajb1, thioredoxin, ferritin heavy polypeptide), only one of the zebrafish co-orthologs was induced (Table 1), suggesting that the zebrafish paralogs have divided the regulatory features of the mammalian ortholog such that only one form is inducible, a possible example of subfunction partitioning [45].

In addition to the 10 “biomarker” genes (Table 1), other well-known mammalian OSR genes were induced in zebrafish eleutheroembryos by tBHQ, including several involved in GSH and cysteine homeostasis: *gclc*, *gclm*, glutathione reductase (*gr1*), glutathione synthetase (*gss*), thioredoxin (*txn1*), cystathionine beta-synthase (*cbsb*) and two GSTs (an omega-class *gst* and a microsomal *gst*). We also saw strong induction of gamma-glutamyltransferase (*ggt1a*), which is involved in an extracellular GSH salvage pathway [67] and is important in protecting against oxidative DNA damage [68]. Other genes induced by tBHQ in our study that have also been reported to respond to oxidative stress in at least some mammalian systems include *atf3* and *dusp1* [47] (**Table 3**).

#### Overlap in OSR among studies in zebrafish embryonic stages and adults

Some of the OSR genes induced in our study (e.g. *txn1*, *gstp*, *gsto1 hsp70*, *dnaj*, *atf3*) were also shown to be induced by tBHQ in a study comparing the response of zebrafish embryos to several different toxicants, using a different and less complete microarray platform, published while this manuscript was in preparation [60]. Tanguay and colleagues [69] reported that fullerene (C_60_) caused an OSR in zebrafish embryos; genes induced in common by C_60_ [69] and tBHQ (this study) include *hsp70*, *gstp1*, *gclc*, and ferritin. There are no published studies showing effects of tBHQ on adult zebrafish. However, the response of adult zebrafish liver to arsenic (Na_2_HAsO_4_) exposure included genes associated with an OSR, including several that were also induced by tBHQ in our study (*hsp70*, *hsp90a*, ferritin, *gstp1*, *gsto1*, *txnrd1*, *txn*, *gadd45b*). Arsenic also induced hepatic expression of *sod2*, *gpx4b*, and *mt2*, which were not induced by tBHQ in embryos under the conditions examined in our experiment, demonstrating compound-, concentration-, tissue-, or stage-specific differences in the response to oxidants.

There are several other interesting differences in our data as compared to results obtained in other systems. Recent studies suggest that tBHQ is a weak AHR agonist in mammals [70], [71], but at the concentration used in our experiments (10 µM) tBHQ did not activate the AHR, as indicated by the absence of *cyp1a* induction in developing zebrafish at 1–6 dpf and by the negligible overlap between tBHQ- and TCDD-modulated gene sets.

Another notable aspect of our results is the genes not significantly affected by tBHQ exposure. For example, in contrast to what is observed in mammals [18], [47], there was no induction of *nqo1* or *sod1* by tBHQ as assessed either by microarray (in the 4-dpf eleutheroembryos) or by qRT-PCR (all time points). The lack of *nqo1* induction differs from the results of Kobayashi [33], who reported induction of this gene in 4-dpf zebrafish larvae exposed to 30 µM tBHQ for 6 hr. This could reflect a difference in the concentrations used in the two studies (10 µM vs. 30 µM). The induction of sod genes (*sod1* and *sod2*) in zebrafish embryos may be compound-specific, as suggested by the results of Timme-Laragy et al. [38], who observed induction of *sod1* and *sod2* after exposure of to a mixture of flavonoids but not after exposure to *tert*-butylhydroperoxide (at a concentration that induced other OSR genes such as *gclc* and *gstp1*). Despite the lack of induction of *nqo1* or *sod1* observed in our experiments, there may be other exposure conditions under which tBHQ might induce these genes.

#### Novel and notable responses

The microarray results also revealed novel changes in gene expression. We mention just a few of these to illustrate the apparent richness of the oxidative stress response in zebrafish eleutheroembryos. Hypoxia-induced gene (*hig1*) was induced 7-fold by tBHQ. This gene, first identified in fish exposed to hypoxia [72], is closely related to human hspc010 (hematopoietic stem-cell progenitor cell gene 10) [73]. tBHQ also strongly induced prostaglandin endoperoxide synthase 2 (*ptgs2; cox2*), dual-specificity phosphatases (*dusp5*, *dusp4*, and *dusp1*), insulin-like growth factor binding protein (*igfbp1*), and hepcidin anti-microbial peptide (*hamp*). These and other changes suggest the response to tBHQ in developing zebrafish involves, in addition to a classical OSR, transcriptional changes resembling an inflammatory response (*ptgs2*), response to hypoxia (*hig1*, *igfbp1*), and responses to maintain iron homeostasis (*hamp*, *ferritin*).

In tBHQ-treated eleutheroembryos at 4 dpf there was strong induction of genes associated with a DNA-damage response, such as *atf3* [74], *gadd45* (several forms), and *dnaJ/hsp40*, suggesting that oxidative DNA damage may be an early effect of this compound. We showed recently that the induction of *atf3* by tBHQ in zebrafish embryos was not controlled by Nrf2a or Nrf2b [21], consistent with the idea that at least some of these responses may be secondary to damage rather than a direct effect of tBHQ mediated through one of the Nrf2 proteins.

The results also revealed additional induced genes of interest. For example, several zebrafish members of the solute carrier family (e.g. *slc25a25, slc13a2, slc16a9a, slc16a3, slc1a4, slc16a6b*) were induced by tBHQ. Human *slc25a25* encodes a mitochondrial carrier that transports adenine nucleotides (ATP) across the inner mitochondrial membrane in exchange for phosphate [75]. Three monocarboxylate transporters (MCTs) (*slc16a6b*, *slc16a9a*, and *slc16a3*) were induced ∼3–5-fold; MCTs transport pyruvate, which can scavenge ROS [76]. *SLC* genes have not been generally recognized as part of the oxidative stress response. However, *SLC3A2* was recently shown to be induced in human umbilical vein endothelial cells exposed to lipid oxidation products derived from oxidized low-density lipoproteins [77], SLC3A2 and SLC1A4 (amino acid transporters) were induced in HepG2/C3A cells in response to cysteine deprivation [78], and SLC1A1 (a cysteine transporter) was induced by tBHQ and sulforaphane in rat glioma cells [79]. Although *slc3a2* and *slc1a1* were not among the *slc* genes induced in our experiment, overall the increase in *slc* gene expression suggests that induction of certain transport proteins might be an important part of the oxidative stress response, or a wider “integrated stress response” [80] in developing vertebrates. Induction of *slc* genes also occurs in response to other toxicants in zebrafish embryonic stages, but the patterns of *slc* gene expression may be toxicant-specific [60].

#### Implications for response to other oxidants

tBHQ is widely used as a prototypical mono-functional inducer of the OSR [23], but whether the results obtained here are representative of changes expected from exposure of developing zebrafish to other oxidant chemicals is not clear. The chemical specificity of the OSR has not been thoroughly investigated, especially during vertebrate development. Changes in gene expression (gene expression profiles) may vary according to the type or localization of oxidative stress, for example as caused by different types of pro-oxidant chemicals or other mechanisms of oxidative stress. Although some studies report similar expression profiles in response to different types of oxidative stress [81], [82], there is evidence for chemical-specific roles of Keap1 paralogs and mechanistically distinct classes of Nrf2 activators [39] and there are reports of distinct gene expression patterns from genetic versus chemical activation of NRF2 [83], [84]. Our recent studies show that Nrf2a and Nrf2b regulate distinct but partially overlapping sets of genes constitutively [21] and in response to tBHQ (manuscript in preparation). Thus, it will be important to determine how embryos respond to chemicals that generate oxidative stress via different mechanisms. Such studies are underway [85].

#### Response to TCDD

One goal of this work was to compare the transcriptional response of developing zebrafish to TCDD exposure with that caused by a model oxidant such as tBHQ. Oxidative stress has been implicated in effects of TCDD [86]–[88] including in embryonic stages [52], but after 6 hr of exposure to TCDD at 4 dpf we found no evidence for an oxidative stress response in the genes measured by microarray. Similarly, targeted analysis of gene expression by qRT-PCR at all six exposure times (days 1 through 6) showed no changes in classical OSR genes such as *gstp1*, *gclc*, or *sod1* (Fig. 2). Other investigators also found little evidence for an OSR in developing zebrafish exposed to TCDD [89]. Our experiments in whole animals (embryos, eleutheroembryos, and larvae) could have missed highly localized oxidative stress and resultant changes in gene expression. We did, however, observe induction of *gstp1* in whole embryos 48 hr after exposure to TCDD starting at 24 hpf (unpublished studies), suggesting that generation of oxidative stress or disruption of sulfhydryl balance may be delayed or may occur in embryos after prolonged exposure to this compound. Thus, although widespread oxidative stress does not appear to be part of the acute response to TCDD exposure, it may occur in specific cell types or be part of the response to longer-term exposure to TCDD.

One of the more interesting changes observed in TCDD-exposed embryos was the induction of a *foxq1* gene now called *foxq1b*. After our preliminary reports of these data [90], [91] and while this manuscript was in preparation, Planchart & Mattingly [92] reported the induction of a different *foxq1b* gene (now called *foxq1a*) by TCDD in zebrafish embryos. [The TCDD-induced *foxq1* gene reported by Planchart & Mattingly [92] was called *foxq1b* in that paper but now has been renamed *foxq1a*. It is located on zebrafish chromosome 2, encodes predicted protein XM_003197808.1, and corresponds to Agilent probe A_15_P199746. The *foxq1* gene identified in the present manuscript was originally called *foxq1*, but now is designated *foxq1b*. It is located on zebrafish chromosome 20, encodes NM_212907.1, and corresponds to Agilent probe A_15_P102120. We will use the currently approved nomenclature of *foxq1a* (the gene reported induced by Planchart & Mattingly) and *foxq1b* (the gene reported to be induced in the current study).]

In the Planchart & Mattingly study [92], *foxq1b* (new nomenclature) was not induced by TCDD (1 nM). However, those authors examined embryos at 24 and 48-hpf. In our studies, *foxq1b* was also not inducible by TCDD (2 nM) at those early times, but became highly inducible at later times (3, 4, and 5 dpf) (**Fig. 4**), demonstrating stage-specific responsiveness not seen with *foxq1a* [92]. The murine *Foxq1* gene also appears to be responsive to TCDD [93], evidence for an evolutionarily conserved role of AHR in regulating *foxq1* genes. Although the zebrafish *foxq1a* gene is expressed in jaw primordia, the site of *foxq1b* expression is not yet known and the functions of these two paralogs in zebrafish development have not yet been investigated. In mammals, FOXQ1 is expressed both in embryos and a variety of adult tissues [94], [95], is required for normal embryonic development [94], [96], and has a recently discovered role in controlling epithelial-mesenchymal transition in human cancer metastasis [97]–[99]. It will be important to better characterize the relationship between *foxq1* and *ahr* genes and their roles in cellular and developmental processes.

### Ontogeny of antioxidant response

Although it is known that the sensitivity of developing vertebrate animals to chemicals varies by developmental stage [60], [100]–[102], the underlying mechanisms are not well understood. Previous research in a variety of vertebrate models has suggested that in early development the antioxidant defense systems are immature and not fully responsive to oxidative stress [33], [103], [104]. However, we are not aware of any systematic investigations of the developmental stages at which vertebrates develop the capacity to respond to oxidative stress by the induction of anti-oxidant defenses. Here, we found that embryos as early as 24 hpf were capable of responding to tBHQ with induction of *gstp1*, *gclc*, and *nrf2a*. The result with *gstp1* differs from that of Kobayashi *et al.* [33], who found by *in situ* hybridization that expression of *gstp1* was inducible at 96 and 120 hpf, but not at 24 hpf. Our results suggest that qRT-PCR is more sensitive for detecting induced *gstp1* at this early time.

Our results also showed that the response to tBHQ varied by developmental time, in a gene-specific manner. For example, *gstp1* and *gclc*, while inducible at 1- and 2-dpf, were less inducible (and more highly variable) at later stages. These results suggest that the set of genes responsive to tBHQ or other oxidants will vary as embryos and later stages develop. This could be related to developmentally programmed changes in GSH redox status [35]. In future studies, it will be important to examine the relationships among GSH status, inducibility of antioxidant defenses, and stage-specific differences in sensitivity to embryotoxicity of oxidant chemicals. Such studies should include an assessment of dose-response relationships and how they may change during development.

### Repression of *mitfa* and pigmentation defects caused by tBHQ

One of the genes that we found by microarray (**Table 4**) and qRT-PCR (**Fig. 4**) to be most strongly repressed in tBHQ-treated embryos and eleutheroembryos was *mitfa*, one of two zebrafish co-orthologs of the mammalian gene *MITF* [61]. Expression of MITF has also been reported to be reduced in mammalian melanocytes exposed to 4-*tert*-butylphenol [105] or melanoma cells exposed to hydrogen peroxide [106]. *MITF* and *mitfa* control melanocyte differentiation and regulate the expression of enzymes involved in melanin synthesis [107]. *mitfa* is defective in zebrafish *nacre* mutants, which exhibit hypopigmentation [62], and knock-down of Mitfa protein in zebrafish embryos with morpholino-modified antisense oligonucleotides causes nearly complete but transient loss of body pigmentation [108], [109]. We found that zebrafish embryos exposed to tBHQ exhibited reduced pigmentation, confirming and extending a previous report [60]. Partial recovery of pigmentation occurred several days after cessation of tBHQ exposure. These results provide a link between oxidative stress, *mitfa*, and loss of pigmentation, and suggest that tBHQ-treated zebrafish embryos could serve as a model for vitiligo, a human skin disease characterized by depigmentation and reduced expression of MITF in melanocytes [110]. Vitiligo has been suggested to have an etiology involving oxidative stress [111] and NRF2 polymorphisms were identified as risk factors in the development of this disease [112].

### hsp70-GFP transgenic zebrafish as tool for screening

Our microarray and qRT-PCR data showed that *hsp70* was induced at all stages and up to 50-fold in zebrafish early life stages exposed to tBHQ (**Table 3** **,** **Fig. 4**). Consistent with this, we found two putative AREs in the promoter of the zebrafish *hsp70* gene, although they were identified only when using a high false discovery rate. The strong response of *hsp70* to tBHQ treatment prompted us to evaluate the effect of tBHQ on embryos of an *hsp70-egfp* transgenic zebrafish line [53], which has been shown previously to respond to heat or cadmium with induced expression of the *egfp* transgene [53], [113]. We found that tBHQ exposure early in development caused induction of EGFP in a restricted pattern, whereas exposure later in development caused widespread EGFP expression (**Fig. 6**).

The widespread induction of *hsp70-egfp* at 4-dpf is consistent with the high level of induction of *hsp70* measured by microarray and qRT-PCR and with studies in human cells showing that *HSP70* is regulated by NRF2 [63]. The strong response of *hsp70*, *hsp40*, *jun*, and *fos* could reflect a direct effect of signaling via ROS, potentiated by GSH depletion [114]. These results demonstrate the potential utility of EGFP transgenic fish for assessing cell- and tissue-specific effects of oxidant chemicals, complementing whole-embryo assessments of gene expression by qRT-PCR and microarray and providing a method for rapidly screening chemicals for the ability to cause oxidative stress during development. However, the *hsp70-egfp* fish respond to a variety of stressors [53], [113], [115], and thus lack the specificity that would be required for a targeted screening assay. Thus, it will be important to develop germ-line transgenic fish lines expressing reporter genes under control of more specific indicators of oxidative stress [43], [65], [66]. The gene expression data reported here will help to identify the appropriate target genes as a source of regulatory elements for use in such an approach.

## Conclusions

The key findings of these experiments are: **1)** embryos are responsive to tBHQ as early as 24-hpf, with strong induction of classical OSR genes like *gstp1* and *gclc*; **2)** the response to tBHQ varies with developmental time, in a gene-specific manner; **3)** at 4-dpf, tBHQ induces a suite of OSR genes including several involved in GSH metabolism, response to DNA damage, amino acid transport, response to hypoxia, iron homeostasis, and inflammation; **4)** microarrays were capable of detecting altered expression of a variety of known and novel oxidant-responsive genes in whole eleutheroembryos; and **5)** patterns of tBHQ-induced gene expression in developing zebrafish exhibit strong similarities but also some differences as compared with genes induced by tBHQ in mammalian systems (adults and cultured cells). These data demonstrate the responsiveness of developing zebrafish to a model oxidant (tBHQ) and illustrate the power of this approach for investigating the mechanisms by which early life stages of vertebrate animals respond to oxidative stress. The results will help guide studies using zebrafish embryonic and larval stages to better understand the chemical and stage specificity of the OSR and its role in determining the sensitivity of vertebrate animals to oxidant chemicals during development.

## Materials and Methods

### Chemicals

2,3,7,8-Tetrachlorodibenzo-*p*-dioxin (TCDD) was obtained from Ultra Scientific (Hope, RI). Dimethyl sulfoxide (DMSO) was from Sigma-Aldrich (St. Louis, MO). *Tert*-butylhydroquinone (tBHQ) was obtained from Acros Organics (Geel, Belgium).

### Embryo culture

For experiments 1 and 2, we used adult zebrafish of the TL strain, a generous gift of Dr. Mark Fishman (Massachusetts General Hospital, Cambridge, MA), to generate embryos. Fish were maintained as described previously [116]. For experiment 3, we used hsp70-EGFP fish [*Tg(hsp70l:EGFP)_unspecified*] [53], a generous gift from Dr. John Y. Kuwada (University of Michigan).

The experiments were carried out according to the recommendations in the *Guide for the Care and Use of Laboratory Animals* of the National Institutes of Health. The protocols were approved by the Institutional Animal Care and Use Committee of the Woods Hole Oceanographic Institution (IACUC Assurance: A3630-01).

### Exposure of embryos, eleutheroembryos, or larvae to chemicals

#### Experiment 1

Separate groups of 30 embryos generated from TL adults were placed in 20 ml system water in 10-cm glass petri dishes. At 1, 2, 3, 4, 5, and 6-dpf, embryos, eleutheroembryos, or larvae were exposed for 6 hr to DMSO (0.1%), TCDD (2 nM), or tBHQ (10 µM) (4 groups per compound per time point) (**Fig. 1**). The concentration of TCDD (2 nM) is known to produce strong induction of gene expression in developing zebrafish [51], [60]. The concentration of tBHQ (10 µM) is one at which strong induction of *gstp1* was reported in 4-dpf eleutheroembryos after 6 hr exposure [33]; higher concentrations (30 µM) caused acute toxicity in our hands. Embryos were frozen immediately after the 6-hr exposure. The short exposure time was chosen to select for primary (direct) responses and minimize changes in gene expression that are secondary to toxic effects. RNA was isolated for real-time, quantitative reverse-transcription-polymerase chain reaction (qRT-PCR) and microarray analysis, as described below. (Throughout the paper, we refer to these embryos by the age when the 6-hr exposure was initiated, e.g. 4-dpf eleutheroembryos refers to eleutheroembryos that were exposed to tBHQ for 6 hr beginning at 4-dpf.)

#### Experiment 2

Groups of 150 TL embryos were exposed to tBHQ (5 or 10 µM) or 0.1% DMSO in glass petri dishes containing 20 ml of 0.3× Danieau's from 32–47 hpf, then washed in 0.3× Danieau's. At 52 hpf, randomly selected embryos were mounted in a left-lateral orientation in 3% methylcellulose and imaged using on a Zeiss dissecting scope with a Zeiss Axiocam MR color CCD camera. Embryos were subsequently maintained in 0.3× Danieau's water at 28.5 C until 120 hpf, when they were imaged again in order to assess recovery of pigmentation.

#### Experiment 3

Separate groups of 1-dpf embryos (n = 30) from hsp70-EGFP transgenic fish were exposed to DMSO (0.1%) or tBHQ (10 µM) for 4 hrs at 28°C. After exposure, embryos were washed and held for 4 additional hours in 0.3× Danieau's before being inspected for EGFP expression by fluorescence microscopy using an Axiovert 200 inverted microscope with Zeiss Filter Set 38 HE (489038; excitation BP 470/40, FT 495, emission BP 525/50). Another experiment was performed by exposing 4-dpf eleutheroembryos (n = 15) to DMSO (0.1%) or tBHQ (10 µM) for 4 hrs at 28°C. After exposure, eleutheroembryos were washed with 0.3× Danieau's and inspected by fluorescence microscopy at 4 hrs post-exposure (104 hpf) to assess EGFP expression.

### RNA isolation and qRT-PCR

Total RNA was isolated using RNA STAT-60 (Tel-Test B, Inc., Friendswood, TX) and DNase-treated using the Turbo DNA-*free* kit (Ambion, Austin, TX). Poly(A)+ RNA was purified using the MicroPoly(A)Purist Kit (Ambion). cDNA was synthesized from 2 µg of total RNA using Omniscript reverse transcriptase (Qiagen, Valencia, CA). Real-time qRT-PCR was performed using the iQ SYBR Green Supermix (Bio-Rad, Hercules, CA) in an iCycler iQ Real-Time PCR Detection System (Bio-Rad) as described previously [117]. Primers were synthesized by Midland Certified Reagent Company, Midland, TX. Primer sequences can be found in **Table S1**.

### Microarray analyses

We examined a subset of RNA samples from Experiment 1 by microarray using the Agilent 22k long-oligo zebrafish array. We analyzed all of the 4-dpf samples: four biological replicates each for DMSO-, tBHQ- and TCDD-treated eleutheroembryos, each hybridized against a universal reference mRNA created from equal amounts of RNA from 2 replicates each from all toxicants (TCDD, tBHQ, DMSO) and time points (1, 2, 3, 4, 5, 6-dpf). The use of a universal reference RNA balances efficiency with statistical power [118] and has several advantages [119]–[121]. It facilitates normalization because all of the genes expressed in experimental samples are represented in the reference samples [122]. Dye bias is minimized because all experimental samples are labeled with the same dye; thus, dye swaps are not needed [121]. To verify this, we performed quality control hybridizations including a dye swap and a self-self hybridization. Analysis of a self-self hybridization of the Universal Reference (composed of equal amounts of RNA from all timepoints, toxicants, and replicates) revealed 18293 of 21495 features (85%) with signal above background (calculated as 2.6 times the background standard deviation). This indicates that the majority of the probes on the Agilent microarray represent transcripts expressed in 1–6 dpf embryos.

RNA samples from 4-dpf eleutheroembryos treated with DMSO, tBHQ, or TCDD were checked for quality using a NanoDrop ND-1000 spectrophotometer and an Agilent 2100 BioAnalyzer. cDNA synthesis from 200 ng of total RNA was performed using the Agilent Low RNA Input Linear Fluorescent Amplification Plus kit, following the manufacturer's instructions. cRNA was synthesized from the cDNA template, with incorporation of either cyanine-5-CTP or cyanine-3-CTP (Perkin Elmer). Labeled cRNA was purified using the Qiagen RNeasy Mini kit; quantity and quality was assessed by NanoDrop spectrophotometer and Agilent BioAnalyzer. cRNA samples were hybridized to Agilent 22k zebrafish microarrays using the Agilent Gene Expression Hybridization Kit. An aliquot (750 ng) of each cy5-labeled sample cRNA was hybridized against 750 ng of cy3-labeled cRNA derived from the Universal mRNA Reference. Labeled cRNAs were combined with the Agilent 25× fragmentation buffer and incubated at 60°C for 30 minutes. This was followed by mixing with 2× hybridization buffer, after which 100 µl of the product was spread evenly across the surface of an Agilent 22K zebrafish microarray. The loaded microarray was incubated at 60°C for 17 hours with rotation in an Agilent DNA Microarray Hybridization Oven. Post-hybridization, microarray slides were washed, air-dried, and stored in darkness with desiccation prior to laser-excited fluorescence scanning in an Agilent DNA Microarray Scanner.

Analysis of raw microarray data was performed using Agilent's feature extraction protocol, which includes spot finding, spot analysis, background subtraction (using local background plus global background based on spots along the central tendency line for red versus green intensity), dye normalization (linear and lowess algorithms, using spots along the central tendency line as for background subtraction), and final calculation of Cy5/Cy3 ratios and log_2_ transformed fold change for each spot. Features with signal not significantly above background, non-uniform features, and features exhibiting saturation were flagged. The microarray data have been deposited in MIAME-compliant format in the Gene Expression Omnibus (GEO) database at the U.S. National Center for Biotechnology Information (accession number GSE10157; http://www.ncbi.nlm.nih.gov/geo/).

Probes indicating significantly different relative transcript abundance among the DMSO, TCDD, and tBHQ treatments were determined by Analysis of Variance (ANOVA) using MEV in the TM4 suite of microarray software [123], [124]. Data were first log transformed and values for each probe median centered. ANOVA was performed with a distribution based on 1000 permutations of the data, a significance value of p<0.05, and control of False Discovery Rate (FDR) at 5% [125], [126]. An objective of the statistical analysis was to minimize type II error while maintaining a reasonable false discovery rate.

Hierarchical cluster analysis of the significant probes was performed using CLUSTER software [127] and log_2_ transformed fold change values were median centered for both probes and microarrays. Cluster analysis used Pearson's correlation (i.e. centered) and average linkage clustering. Enrichment of Gene Ontology (GO) terms for clusters of significant probes thus identified was examined using the FatiGO+ software [56]. FatiGO+ uses GO terms assigned within the Ensembl annotation of the zebrafish genome [128] and the background set of probes used in each analysis was the entire probe set of the Agilent microarray less the probes found significant by the ANOVA analysis described above.

### Annotation of probes on the array

To aid interpretation of all results, we updated the microarray annotation provided by Agilent by incorporating annotations, functional domain predictions, and Gene Ontology assignments available at Ensembl (version 48, based on assembly Zv7), ZFIN, UniProt, RefSeq, and the Harvard Gene Index Annotation. Additional putative annotations were obtained from Ensembl's Integr8 project [129], which attempts annotation of proteins based upon putative orthology among organisms. Comparison to the latest Zv9 assembly assignment of Agilent probes to genes at Ensembl did not improve gene annotations.

A number of probes found important in our statistical analyses were manually annotated by searching the zebrafish RefSeq RNA database or available zebrafish ESTs for the putative transcript and examining the similarity of the encoded protein to those of other model organisms by using BLAST against the GenBank non-redundant protein database.

### Prediction of *cis*-regulatory elements

The 10 kb upstream regions of all genes predicted by Ensembl (version 59, genome assembly Zv9) were searched for putative *cis*-regulatory motifs using the FIMO software [130]. Searches were for motif matches in either orientation/strand in the target upstream region and were based on position-specific scoring matrix (PSSM) searches with p<0.0001 and associated calculation of q-values [131], with correction for background nucleotide frequencies of complete nuclear genome sequences. Background frequencies were estimated by examining the complete nuclear chromosome data of the Zv9 assembly. Searches used PSSM models for ARE [132], DRE [133], ERE [134], NRF2 [135], PXR [136] and a subset of the JASPAR database [137]: Arnt, Arnt::Ahr, NF-kappaB, SP1, NFE2L1::MafG, AP1, REL, NFKB1, RELA, Mafb, NFE2L2, HIF1A::ARNT. We focused our attention on significant hits (p<0.0001) with false-discovery rate of 10% or less.

## Supporting Information

Table S1 **Primers for Real-time RT-PCR.**
(DOCX) Click here for additional data file.

Table S2 **List of all significant probes and the ratios (tBHQ/DMSO, TCDD/DMSO).**
(XLS) Click here for additional data file.

Table S3 **Enrichment of Gene Ontology (GO) terms for Ensembl annotated probes with significantly different abundance between TCDD, tBHQ, and DMSO treated eleutheroembryos.**
(DOC) Click here for additional data file.

Table S4 **List of 2-fold significant probes.**
(XLS) Click here for additional data file.

Table S5 **Comparison of altered gene expression as measured by microarray and qRT-PCR.**
(DOC) Click here for additional data file.

## References

[1] HansenJM, GoYM, JonesDP (2006) Nuclear and mitochondrial compartmentation of oxidative stress and redox signaling. Annu Rev Pharmacol Toxicol 46: 215–234.1640290410.1146/annurev.pharmtox.46.120604.141122

[2] CookeMS, EvansMD, DizdarogluM, LunecJ (2003) Oxidative DNA damage: mechanisms, mutation, and disease. Faseb J 17: 1195–1214.1283228510.1096/fj.02-0752rev

[3] National Research Council/National Academy of Sciences (2000) Scientific frontiers in developmental toxicology and risk assessment: National Academy Press, Washington, DC, 312 pages.25077274

[4] RangasamyT, ChoCY, ThimmulappaRK, ZhenL, SrisumaSS, et al (2004) Genetic ablation of Nrf2 enhances susceptibility to cigarette smoke-induced emphysema in mice. J Clin Invest 114: 1248–1259.1552085710.1172/JCI21146PMC524225

[5] AndersenJK (2004) Oxidative stress in neurodegeneration: cause or consequence? Nat Med 10 Suppl: S18–25.1529800610.1038/nrn1434

[6] Bossy-WetzelE, SchwarzenbacherR, LiptonSA (2004) Molecular pathways to neurodegeneration. Nat Med 10 Suppl: S2–9.1527226610.1038/nm1067

[7] DenneryPA (2004) Role of redox in fetal development and neonatal diseases. Antioxid Redox Signal 6: 147–153.1471334610.1089/152308604771978453

[8] Hernandez-GarciaD, WoodCD, Castro-ObregonS, CovarrubiasL (2010) Reactive oxygen species: A radical role in development? Free Radic Biol Med 49: 130–143.2035381910.1016/j.freeradbiomed.2010.03.020

[9] WellsPG, BhullerY, ChenCS, JengW, KasapinovicS, et al (2005) Molecular and biochemical mechanisms in teratogenesis involving reactive oxygen species. Toxicol Appl Pharmacol 207: 354–366.1608111810.1016/j.taap.2005.01.061

[10] PereraFP, TangD, TuYH, CruzLA, BorjasM, et al (2004) Biomarkers in maternal and newborn blood indicate heightened fetal susceptibility to procarcinogenic DNA damage. Environ Health Perspect 112: 1133–1136.1523828910.1289/ehp.6833PMC1247389

[11] WellsPG, KimPM, LaposaRR, NicolCJ, ParmanT, et al (1997) Oxidative damage in chemical teratogenesis. Mutat Res 396: 65–78.943486010.1016/s0027-5107(97)00175-9

[12] WellsPG, WinnLM (1996) Biochemical toxicology of chemical teratogenesis. Crit Rev Biochem Mol Biol 31: 1–40.874495410.3109/10409239609110574

[13] ReimersMJ, La DuJK, PerieraCB, GiovaniniJ, TanguayRL (2006) Ethanol-dependent toxicity in zebrafish is partially attenuated by antioxidants. Neurotoxicol Teratol 28: 497–508.1690486610.1016/j.ntt.2006.05.007

[14] ZhuX, ZhuL, LiY, DuanZ, ChenW, et al (2007) Developmental toxicity in zebrafish (Danio rerio) embryos after exposure to manufactured nanomaterials: buckminsterfullerene aggregates (nC60) and fullerol. Environ Toxicol Chem 26: 976–979.1752114510.1897/06-583.1

[15] LoekenMR (2006) Advances in understanding the molecular causes of diabetes-induced birth defects. J Soc Gynecol Investig 13: 2–10.10.1016/j.jsgi.2005.09.00716303321

[16] OrnoyA (2007) Embryonic oxidative stress as a mechanism of teratogenesis with special emphasis on diabetic embryopathy. Reprod Toxicol 24: 31–41.1754818510.1016/j.reprotox.2007.04.004

[17] OsburnWO, KenslerTW (2008) Nrf2 signaling: an adaptive response pathway for protection against environmental toxic insults. Mutat Res 659: 31–39.1816423210.1016/j.mrrev.2007.11.006PMC2585047

[18] KenslerTW, WakabayashiN, BiswalS (2007) Cell Survival Responses to Environmental Stresses Via the Keap1-Nrf2-ARE Pathway. Annu Rev Pharmacol Toxicol 47: 89–116.1696821410.1146/annurev.pharmtox.46.120604.141046

[19] WellsPG, McCallumGP, ChenCS, HendersonJT, LeeCJ, et al (2009) Oxidative stress in developmental origins of disease: teratogenesis, neurodevelopmental deficits, and cancer. Toxicol Sci 108: 4–18.1912659810.1093/toxsci/kfn263

[20] HansenJM (2006) Oxidative stress as a mechanism of teratogenesis. Birth Defects Res C Embryo Today 78: 293–307.1731524310.1002/bdrc.20085

[21] Timme-LaragyAR, KarchnerSI, FranksDG, JennyMJ, HarbeitnerRC, et al (2012) Nrf2b: a novel zebrafish paralog of the oxidant-responsive transcription factor NF-E2-related factor 2 (NRF2). J Biol Chem 287: 4609–4627.2217441310.1074/jbc.M111.260125PMC3281635

[22] Dinkova-KostovaAT, HoltzclawWD, KenslerTW (2005) The role of Keap1 in cellular protective responses. Chem Res Toxicol 18: 1779–1791.1635916810.1021/tx050217c

[23] NguyenT, SherrattPJ, PickettCB (2003) Regulatory mechanisms controlling gene expression mediated by the antioxidant response element. Annu Rev Pharmacol Toxicol 43: 233–260.1235986410.1146/annurev.pharmtox.43.100901.140229

[24] NguyenT, NioiP, PickettCB (2009) The Nrf2-antioxidant response element signaling pathway and its activation by oxidative stress. J Biol Chem 284: 13291–13295.1918221910.1074/jbc.R900010200PMC2679427

[25] TeraokaH, DongW, HiragaT (2003) Zebrafish as a novel experimental model for developmental toxicology. Congenit Anom Kyoto 43: 123–132.1289397110.1111/j.1741-4520.2003.tb01036.x

[26] SpitsbergenJM, KentML (2003) The state of the art of the zebrafish model for toxicology and toxicologic pathology research–advantages and current limitations. Toxicol Pathol 31 Suppl: 62–87.1259743410.1080/01926230390174959PMC1909756

[27] HillAJ, TeraokaH, HeidemanW, PetersonRE (2005) Zebrafish as a model vertebrate for investigating chemical toxicity. Toxicol Sci 86: 6–19.1570326110.1093/toxsci/kfi110

[28] EmbryMR, BelangerSE, BraunbeckTA, Galay-BurgosM, HalderM, et al (2010) The fish embryo toxicity test as an animal alternative method in hazard and risk assessment and scientific research. Aquat Toxicol 97: 79–87.2006103410.1016/j.aquatox.2009.12.008

[29] SelderslaghsIW, Van RompayAR, De CoenW, WittersHE (2009) Development of a screening assay to identify teratogenic and embryotoxic chemicals using the zebrafish embryo. Reprod Toxicol 28: 308–320.1944716910.1016/j.reprotox.2009.05.004

[30] StrahleU, ScholzS, GeislerR, GreinerP, HollertH, et al (2012) Zebrafish embryos as an alternative to animal experiments–a commentary on the definition of the onset of protected life stages in animal welfare regulations. Reprod Toxicol 33: 128–132.2172662610.1016/j.reprotox.2011.06.121

[31] KellyKA, HavrillaCM, BradyTC, AbramoKH, LevinED (1998) Oxidative stress in toxicology: established mammalian and emerging piscine model systems. Environ Health Perspect 106: 375–384.963779410.1289/ehp.98106375PMC1533135

[32] CarvanMJIII, SolisWA, GedamuL, NebertDW (2000) Activation of transcription factors in zebrafish cell cultures by environmental pollutants. Arch Biochem Biophys 376: 320–327.1077541810.1006/abbi.2000.1727

[33] KobayashiM, ItohK, SuzukiT, OsanaiH, NishikawaK, et al (2002) Identification of the interactive interface and phylogenic conservation of the Nrf2-Keap1 system. Genes Cells 7: 807–820.1216715910.1046/j.1365-2443.2002.00561.x

[34] Di Giulio RT, Meyer JN (2007) Chapter 6. Reactive Oxygen Species and Oxidative Stress. In: Di Giulio RT, Hinton DE, editors. The Toxicology of Fishes: Taylor & Francis. pp. 273–324.

[35] Timme-LaragyAR, GoldstoneJV, ImhoffBR, StegemanJJ, HahnME, et al (2013) Glutathione redox dynamics and expression of glutathione-related genes in the developing embryo. Free Radic Biol Med 65C: 89–101.10.1016/j.freeradbiomed.2013.06.011PMC382362923770340

[36] FangL, MillerYI (2012) Emerging applications for zebrafish as a model organism to study oxidative mechanisms and their roles in inflammation and vascular accumulation of oxidized lipids. Free Radic Biol Med 53: 1411–1420.2290668610.1016/j.freeradbiomed.2012.08.004PMC3448821

[37] WangL, GallagherEP (2013) Role of Nrf2 antioxidant defense in mitigating cadmium-induced oxidative stress in the olfactory system of zebrafish. Toxicol Appl Pharmacol 266: 177–186.2317448110.1016/j.taap.2012.11.010

[38] Timme-LaragyAR, Van TiemLA, LinneyEA, Di GiulioRT (2009) Antioxidant responses and NRF2 in synergistic developmental toxicity of PAHs in zebrafish. Toxicol Sci 109: 217–227.1923394210.1093/toxsci/kfp038PMC2721659

[39] KobayashiM, LiL, IwamotoN, Nakajima-TakagiY, KanekoH, et al (2009) The antioxidant defense system Keap1-Nrf2 comprises a multiple sensing mechanism for responding to a wide range of chemical compounds. Mol Cell Biol 29: 493–502.1900109410.1128/MCB.01080-08PMC2612520

[40] LiL, KobayashiM, KanekoH, Nakajima-TakagiY, NakayamaY, et al (2008) Molecular Evolution of Keap1: Two Keap1 molecules with distinctive intervening region structures are conserved among fish. J Biol Chem 283: 3248–3255.1805700010.1074/jbc.M708702200

[41] CarvanMJIII, SonntagDM, CmarCB, CookRS, CurranMA, et al (2001) Oxidative stress in zebrafish cells: potential utility of transgenic zebrafish as a deployable sentinel for site hazard ranking. Science of the Total Environment 274: 183–196.1145329510.1016/s0048-9697(01)00742-2

[42] SuzukiT, TakagiY, OsanaiH, LiL, TakeuchiM, et al (2005) Pi class glutathione S-transferase genes are regulated by Nrf 2 through an evolutionarily conserved regulatory element in zebrafish. Biochem J 388: 65–73.1565476810.1042/BJ20041860PMC1186694

[43] KusikBW, CarvanMJ3rd, UdvadiaAJ (2008) Detection of mercury in aquatic environments using EPRE reporter zebrafish. Mar Biotechnol (NY) 10: 750–757.1853703710.1007/s10126-008-9113-xPMC8898586

[44] MeyerA, Van de PeerY (2005) From 2R to 3R: evidence for a fish-specific genome duplication (FSGD). Bioessays 27: 937–945.1610806810.1002/bies.20293

[45] PostlethwaitJ, AmoresA, CreskoW, SingerA, YanYL (2004) Subfunction partitioning, the teleost radiation and the annotation of the human genome. Trends Genet 20: 481–490.1536390210.1016/j.tig.2004.08.001

[46] WilliamsLM, Timme-LaragyAR, GoldstoneJV, McArthurAG, StegemanJJ, et al (2013) Developmental expression of the Nfe2-related factor (Nrf) transcription factor family. PLoS ONE 8: e79574.2429829810.1371/journal.pone.0079574PMC3840143

[47] LiJ, SpletterML, JohnsonJA (2005) Dissecting tBHQ induced ARE-driven gene expression through long and short oligonucleotide arrays. Physiol Genomics 21: 43–58.1561361410.1152/physiolgenomics.00214.2004

[48] HanES, MullerFL, PerezVI, QiW, LiangH, et al (2008) The in vivo gene expression signature of oxidative stress. Physiol Genomics 34: 112–126.1844570210.1152/physiolgenomics.00239.2007PMC2532791

[49] BelangerSE, BalonEK, RawlingsJM (2010) Saltatory ontogeny of fishes and sensitive early life stages for ecotoxicology tests. Aquat Toxicol 97: 88–95.2004224310.1016/j.aquatox.2009.11.020

[50] CarneySA, ChenJ, BurnsCG, XiongKM, PetersonRE, et al (2006) Aryl hydrocarbon receptor activation produces heart-specific transcriptional and toxic responses in developing zebrafish. Mol Pharmacol 70: 549–561.1671440910.1124/mol.106.025304

[51] Handley-GoldstoneHM, GrowMW, StegemanJJ (2005) Cardiovascular gene expression profiles of dioxin exposure in zebrafish embryos. Toxicol Sci 85: 683–693.1571648510.1093/toxsci/kfi116

[52] GoldstoneHM, StegemanJJ (2006) Molecular mechanisms of 2,3,7,8-tetrachlorodibenzo-p-dioxin cardiovascular embryotoxicity. Drug Metab Rev 38: 261–289.1668466110.1080/03602530600570099

[53] HalloranMC, Sato-MaedaM, WarrenJT, SuF, LeleZ, et al (2000) Laser-induced gene expression in specific cells of transgenic zebrafish. Development 127: 1953–1960.1075118310.1242/dev.127.9.1953

[54] MiaoW, HuL, ScrivensPJ, BatistG (2005) Transcriptional regulation of NF-E2 p45-related factor (NRF2) expression by the aryl hydrocarbon receptor-xenobiotic response element signaling pathway: direct cross-talk between phase I and II drug-metabolizing enzymes. J Biol Chem 280: 20340–20348.1579056010.1074/jbc.M412081200

[55] FletcherN, WahlstromD, LundbergR, NilssonCB, NilssonKC, et al (2005) 2,3,7,8-Tetrachlorodibenzo-p-dioxin (TCDD) alters the mRNA expression of critical genes associated with cholesterol metabolism, bile acid biosynthesis, and bile transport in rat liver: a microarray study. Toxicol Appl Pharmacol 207: 1–24.10.1016/j.taap.2004.12.00316054898

[56] Al-ShahrourF, MinguezP, TarragaJ, MedinaI, AllozaE, et al (2007) FatiGO+: a functional profiling tool for genomic data. Integration of functional annotation, regulatory motifs and interaction data with microarray experiments. Nucleic Acids Res 35: W91–96.1747850410.1093/nar/gkm260PMC1933151

[57] YanYL, WilloughbyJ, LiuD, CrumpJG, WilsonC, et al (2005) A pair of Sox: distinct and overlapping functions of zebrafish sox9 co-orthologs in craniofacial and pectoral fin development. Development 132: 1069–1083.1568937010.1242/dev.01674

[58] YokoiH, YanYL, MillerMR, BreMillerRA, CatchenJM, et al (2009) Expression profiling of zebrafish sox9 mutants reveals that Sox9 is required for retinal differentiation. Dev Biol 329: 1–15.1921096310.1016/j.ydbio.2009.01.002PMC2706370

[59] ArikawaE, SunY, WangJ, ZhouQ, NingB, et al (2008) Cross-platform comparison of SYBR Green real-time PCR with TaqMan PCR, microarrays and other gene expression measurement technologies evaluated in the MicroArray Quality Control (MAQC) study. BMC Genomics 9: 328.1862057110.1186/1471-2164-9-328PMC2491643

[60] YangL, KemadjouJR, ZinsmeisterC, LegradiJ, BauerM, et al (2007) Transcriptional profiling reveals barcode-like toxicogenomic responses in the zebrafish embryo. Genome Biol 8: R227.1796120710.1186/gb-2007-8-10-r227PMC2246301

[61] ListerJA, CloseJ, RaibleDW (2001) Duplicate mitf genes in zebrafish: complementary expression and conservation of melanogenic potential. Dev Biol 237: 333–344.1154361810.1006/dbio.2001.0379

[62] ListerJA, RobertsonCP, LepageT, JohnsonSL, RaibleDW (1999) nacre encodes a zebrafish microphthalmia-related protein that regulates neural-crest-derived pigment cell fate. Development 126: 3757–3767.1043390610.1242/dev.126.17.3757

[63] ZhangX, LuL, DixonC, WilmerW, SongH, et al (2004) Stress protein activation by the cyclopentenone prostaglandin 15-deoxy-delta12,14-prostaglandin J2 in human mesangial cells. Kidney Int 65: 798–810.1487140010.1111/j.1523-1755.2004.00454.x

[64] BlechingerSR, EvansTG, TangPT, KuwadaJY, WarrenJTJr, et al (2002) The heat-inducible zebrafish hsp70 gene is expressed during normal lens development under non-stress conditions. Mech Dev 112: 213–215.1185019810.1016/s0925-4773(01)00652-9

[65] TsujitaT, LiL, NakajimaH, IwamotoN, Nakajima-TakagiY, et al (2011) Nitro-fatty acids and cyclopentenone prostaglandins share strategies to activate the Keap1-Nrf2 system: a study using green fluorescent protein transgenic zebrafish. Genes Cells 16: 46–57.2114356010.1111/j.1365-2443.2010.01466.xPMC4124525

[66] NakajimaH, Nakajima-TakagiY, TsujitaT, AkiyamaS, WakasaT, et al (2011) Tissue-restricted expression of Nrf2 and its target genes in zebrafish with gene-specific variations in the induction profiles. PLoS ONE 6: e26884.2204639310.1371/journal.pone.0026884PMC3201981

[67] DaltonTP, ChenY, SchneiderSN, NebertDW, ShertzerHG (2004) Genetically altered mice to evaluate glutathione homeostasis in health and disease. Free Radic Biol Med 37: 1511–1526.1547700310.1016/j.freeradbiomed.2004.06.040

[68] RojasE, ValverdeM, KalaSV, KalaG, LiebermanMW (2000) Accumulation of DNA damage in the organs of mice deficient in gamma-glutamyltranspeptidase. Mutat Res 447: 305–316.1075161410.1016/s0027-5107(99)00191-8

[69] UsenkoCY, HarperSL, TanguayRL (2008) Fullerene C60 exposure elicits an oxidative stress response in embryonic zebrafish. Toxicol Appl Pharmacol 229: 44–55.1829914010.1016/j.taap.2007.12.030PMC2421009

[70] GharaviN, El-KadiAO (2005) tert-Butylhydroquinone is a novel aryl hydrocarbon receptor ligand. Drug Metab Dispos 33: 365–372.1560813210.1124/dmd.104.002253

[71] SchreiberTD, KohleC, BucklerF, SchmohlS, BraeuningA, et al (2006) Regulation of CYP1A1 gene expression by the antioxidant tert-butylhydroquinone. Drug Metab Dispos 34: 1096–1101.1658194310.1124/dmd.106.009662

[72] GraceyAY, TrollJV, SomeroGN (2001) Hypoxia-induced gene expression profiling in the euryoxic fish Gillichthys mirabilis. Proc Natl Acad Sci U S A 98: 1993–1998.1117206410.1073/pnas.98.4.1993PMC29370

[73] ZhangQH, YeM, WuXY, RenSX, ZhaoM, et al (2000) Cloning and functional analysis of cDNAs with open reading frames for 300 previously undefined genes expressed in CD34+ hematopoietic stem/progenitor cells. Genome Res 10: 1546–1560.1104215210.1101/gr.140200PMC310934

[74] FanF, JinS, AmundsonSA, TongT, FanW, et al (2002) ATF3 induction following DNA damage is regulated by distinct signaling pathways and over-expression of ATF3 protein suppresses cells growth. Oncogene 21: 7488–7496.1238681110.1038/sj.onc.1205896

[75] FiermonteG, De LeonardisF, TodiscoS, PalmieriL, LasorsaFM, et al (2004) Identification of the mitochondrial ATP-Mg/Pi transporter. Bacterial expression, reconstitution, functional characterization, and tissue distribution. J Biol Chem 279: 30722–30730.1512360010.1074/jbc.M400445200

[76] NakamichiN, KambeY, OikawaH, OguraM, TakanoK, et al (2005) Protection by exogenous pyruvate through a mechanism related to monocarboxylate transporters against cell death induced by hydrogen peroxide in cultured rat cortical neurons. J Neurochem 93: 84–93.1577390810.1111/j.1471-4159.2005.02999.x

[77] TakabeW, KanaiY, ChairoungduaA, ShibataN, ToiS, et al (2004) Lysophosphatidylcholine enhances cytokine production of endothelial cells via induction of L-type amino acid transporter 1 and cell surface antigen 4F2. Arterioscler Thromb Vasc Biol 24: 1640–1645.1517856310.1161/01.ATV.0000134377.17680.26

[78] LeeJI, DominyJEJr, SikalidisAK, HirschbergerLL, WangW, et al (2008) HepG2/C3A cells respond to cysteine deprivation by induction of the amino acid deprivation/integrated stress response pathway. Physiol Genomics 33: 218–229.1828552010.1152/physiolgenomics.00263.2007

[79] EscartinC, Joon WonS, MalgornC, AureganG, BermanAE, et al (2011) Nuclear factor erythroid 2-related factor 2 facilitates neuronal glutathione synthesis by upregulating neuronal excitatory amino Acid transporter 3 expression. J Neurosci 31: 7392–7401.2159332310.1523/JNEUROSCI.6577-10.2011PMC3339848

[80] HardingHP, ZhangY, ZengH, NovoaI, LuPD, et al (2003) An integrated stress response regulates amino acid metabolism and resistance to oxidative stress. Mol Cell 11: 619–633.1266744610.1016/s1097-2765(03)00105-9

[81] KonwinskiRR, HaddadR, ChunJA, KlenowS, LarsonSC, et al (2004) Oltipraz, 3H-1,2-dithiole-3-thione, and sulforaphane induce overlapping and protective antioxidant responses in murine microglial cells. Toxicol Lett 153: 343–355.1545431010.1016/j.toxlet.2004.06.006

[82] AgyemanAS, ChaerkadyR, ShawPG, DavidsonNE, VisvanathanK, et al (2011) Transcriptomic and proteomic profiling of KEAP1 disrupted and sulforaphane-treated human breast epithelial cells reveals common expression profiles. Breast Cancer Res Treat 132: 175–187..2159792210.1007/s10549-011-1536-9PMC3564494

[83] YatesMS, TranQT, DolanPM, OsburnWO, ShinS, et al (2009) Genetic versus chemoprotective activation of Nrf2 signaling: overlapping yet distinct gene expression profiles between Keap1 knockout and triterpenoid-treated mice. Carcinogenesis 30: 1024–1031.1938658110.1093/carcin/bgp100PMC2691141

[84] ReismanSA, YeagerRL, YamamotoM, KlaassenCD (2009) Increased Nrf2 activation in livers from Keap1-knockdown mice increases expression of cytoprotective genes that detoxify electrophiles more than those that detoxify reactive oxygen species. Toxicol Sci 108: 35–47.1912921310.1093/toxsci/kfn267PMC2644398

[85] HahnME, KarchnerSI, FranksDG, Timme-LaragyAR, McArthurAG (2014) Chemical-Specific Oxidative Stress Response in Zebrafish Embryos. Toxicol Sci (The Toxicologist Supplement) 52 (Abstract #209)

[86] ReichardJF, DaltonTP, ShertzerHG, PugaA (2005) Induction of Oxidative Stress Responses by Dioxin and other Ligands of the Aryl Hydrocarbon Receptor. Dose Response 3: 306–331.10.2203/dose-response.003.03.003PMC247594518648615

[87] BoverhofDR, BurgoonLD, TashiroC, ChittimB, HarkemaJR, et al (2005) Temporal and dose-dependent hepatic gene expression patterns in mice provide new insights into TCDD-Mediated hepatotoxicity. Toxicol Sci 85: 1048–1063.1580003310.1093/toxsci/kfi162

[88] DaltonT, PugaA, ShertzerH (2002) Induction of cellular oxidative stress by aryl hydrocarbon receptor activation. Chem Biol Interact 141: 77.1221338610.1016/s0009-2797(02)00067-4

[89] AlexeyenkoA, WassenbergDM, LobenhoferEK, YenJ, SonnhammerEL, et al (2010) Dynamic Zebrafish Interactome Reveals Transcriptional Mechanisms of Dioxin Toxicity. PLoS ONE 5: e10465.2046397110.1371/journal.pone.0010465PMC2864754

[90] HahnME, KarchnerSI, FranksDG, WoodinBR, BarottKL, et al (2007) The transcriptional response to oxidative stress in zebrafish embryos. Toxicol Sci (The Toxicologist Supplement) 96: 326–327 (Abstract #1578)

[91] HahnME, KarchnerSI, FranksDG, WoodinBR, BarottKL, et al (2008) The transcriptional response to oxidative stress in fish embryos and cells exposed to tert-butylhydroquinone (tBHQ) or 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD). Mar Environ Res 66: 138.

[92] PlanchartA, MattinglyCJ (2010) 2,3,7,8-Tetrachlorodibenzo-p-dioxin upregulates FoxQ1b in zebrafish jaw primordium. Chem Res Toxicol 23: 480–487.2005545110.1021/tx9003165PMC2839046

[93] FrericksM, BurgoonLD, ZacharewskiTR, EsserC (2008) Promoter analysis of TCDD-inducible genes in a thymic epithelial cell line indicates the potential for cell-specific transcription factor crosstalk in the AhR response. Toxicol Appl Pharmacol 232: 268–279.1869160910.1016/j.taap.2008.07.009

[94] HongHK, NoveroskeJK, HeadonDJ, LiuT, SyMS, et al (2001) The winged helix/forkhead transcription factor Foxq1 regulates differentiation of hair in satin mice. Genesis 29: 163–171.1130984910.1002/gene.1020

[95] BiellerA, PascheB, FrankS, GlaserB, KunzJ, et al (2001) Isolation and characterization of the human forkhead gene FOXQ1. DNA Cell Biol 20: 555–561.1174760610.1089/104454901317094963

[96] GoeringW, AdhamIM, PascheB, MannerJ, OchsM, et al (2008) Impairment of gastric acid secretion and increase of embryonic lethality in Foxq1-deficient mice. Cytogenet Genome Res 121: 88–95.1854493110.1159/000125833

[97] ZhangH, MengF, LiuG, ZhangB, ZhuJ, et al (2011) Forkhead transcription factor foxq1 promotes epithelial-mesenchymal transition and breast cancer metastasis. Cancer Res 71: 1292–1301.2128525310.1158/0008-5472.CAN-10-2825PMC3906209

[98] QiaoY, JiangX, LeeST, KaruturiRK, HooiSC, et al (2011) FOXQ1 Regulates Epithelial-Mesenchymal Transition in Human Cancers. Cancer Res 71: 3076–3086.2134614310.1158/0008-5472.CAN-10-2787

[99] KanedaH, AraoT, TanakaK, TamuraD, AomatsuK, et al (2010) FOXQ1 is overexpressed in colorectal cancer and enhances tumorigenicity and tumor growth. Cancer Res 70: 2053–2063.2014515410.1158/0008-5472.CAN-09-2161

[100] VoelkerD, VessC, TillmannM, NagelR, OttoGW, et al (2007) Differential gene expression as a toxicant-sensitive endpoint in zebrafish embryos and larvae. Aquat Toxicol 81: 355–364.1729297610.1016/j.aquatox.2006.12.013

[101] WolteringDM (1984) The growth response in fish chronic and early life stage toxicity tests: A critical review. Aquat Toxicol 5: 1–21.

[102] DenneryPA (2007) Effects of oxidative stress on embryonic development. Birth Defects Res C Embryo Today 81: 155–162.1796326810.1002/bdrc.20098

[103] RizzoAM, AdorniL, MontorfanoG, RossiF, BerraB (2007) Antioxidant metabolism of Xenopus laevis embryos during the first days of development. Comp Biochem Physiol B Biochem Mol Biol 146: 94–100.1713493010.1016/j.cbpb.2006.09.009

[104] IshibashiM, AkazawaS, SakamakiH, MatsumotoK, YamasakiH, et al (1997) Oxygen-induced embryopathy and the significance of glutathione-dependent antioxidant system in the rat embryo during early organogenesis. Free Radic Biol Med 22: 447–454.898103610.1016/s0891-5849(96)00338-3

[105] MangaP, SheynD, YangF, SarangarajanR, BoissyRE (2006) A role for tyrosinase-related protein 1 in 4-tert-butylphenol-induced toxicity in melanocytes: Implications for vitiligo. Am J Pathol 169: 1652–1662.1707158910.2353/ajpath.2006.050769PMC1780195

[106] Jimenez-CervantesC, Martinez-EsparzaM, PerezC, DaumN, SolanoF, et al (2001) Inhibition of melanogenesis in response to oxidative stress: transient downregulation of melanocyte differentiation markers and possible involvement of microphthalmia transcription factor. J Cell Sci 114: 2335–2344.1149367210.1242/jcs.114.12.2335

[107] LevyC, KhaledM, FisherDE (2006) MITF: master regulator of melanocyte development and melanoma oncogene. Trends Mol Med 12: 406–414.1689940710.1016/j.molmed.2006.07.008

[108] NaseviciusA, EkkerSC (2000) Effective targeted gene ‘knockdown’ in zebrafish. Nat Genet 26: 216–220.1101708110.1038/79951

[109] MellgrenEM, JohnsonSL (2004) A requirement for kit in embryonic zebrafish melanocyte differentiation is revealed by melanoblast delay. Dev Genes Evol 214: 493–502.1530043710.1007/s00427-004-0428-y

[110] KingoK, AuninE, KarelsonM, RatsepR, SilmH, et al (2008) Expressional changes in the intracellular melanogenesis pathways and their possible role the pathogenesis of vitiligo. J Dermatol Sci 52: 39–46.1851449010.1016/j.jdermsci.2008.03.013

[111] YildirimM, BaysalV, InalozHS, CanM (2004) The role of oxidants and antioxidants in generalized vitiligo at tissue level. J Eur Acad Dermatol Venereol 18: 683–686.1548229510.1111/j.1468-3083.2004.01080.x

[112] GuanCP, ZhouMN, XuAE, KangKF, LiuJF, et al (2008) The susceptibility to vitiligo is associated with NF-E2-related factor2 (Nrf2) gene polymorphisms: a study on Chinese Han population. Exp Dermatol 17: 1059–1062.1853781610.1111/j.1600-0625.2008.00752.x

[113] BlechingerSR, WarrenJTJr, KuwadaJY, KronePH (2002) Developmental toxicology of cadmium in living embryos of a stable transgenic zebrafish line. Environ Health Perspect 110: 1041–1046.10.1289/ehp.021101041PMC124103112361930

[114] FratelliM, GoodwinLO, OromUA, LombardiS, TonelliR, et al (2005) Gene expression profiling reveals a signaling role of glutathione in redox regulation. Proc Natl Acad Sci U S A 102: 13998–14003.1617240710.1073/pnas.0504398102PMC1236550

[115] ZhangY, AhnYH, BenjaminIJ, HondaT, HicksRJ, et al (2011) HSF1-Dependent Upregulation of Hsp70 by Sulfhydryl-Reactive Inducers of the KEAP1/NRF2/ARE Pathway. Chem Biol 18: 1355–1361.2211866910.1016/j.chembiol.2011.09.008PMC3302153

[116] GoldstoneJV, McArthurAG, KubotaA, ZanetteJ, ParenteT, et al (2010) Identification and developmental expression of the full complement of Cytochrome P450 genes in Zebrafish. BMC Genomics 11: 643.2108748710.1186/1471-2164-11-643PMC3012610

[117] EvansBR, KarchnerSI, FranksDG, HahnME (2005) Duplicate aryl hydrocarbon receptor repressor genes (ahrr1 and ahrr2) in the zebrafish *Danio rerio*: Structure, function, evolution, and AHR-dependent regulation in vivo. Arch Biochem Biophys 441: 151–167.1612269410.1016/j.abb.2005.07.008

[118] HayesKR, BradfieldCA (2005) Advances in toxicogenomics. Chem Res Toxicol 18: 403–414.1577708010.1021/tx0496690

[119] ChurchillGA (2002) Fundamentals of experimental design for cDNA microarrays. Nat Genet 32 Suppl: 490–495.1245464310.1038/ng1031

[120] NovoradovskayaN, WhitfieldML, BasehoreLS, NovoradovskyA, PesichR, et al (2004) Universal Reference RNA as a standard for microarray experiments. BMC Genomics 5: 20.1511340010.1186/1471-2164-5-20PMC394318

[121] DobbinK, ShihJH, SimonR (2003) Questions and answers on design of dual-label microarrays for identifying differentially expressed genes. J Natl Cancer Inst 95: 1362–1369.1313011110.1093/jnci/djg049

[122] QuackenbushJ (2002) Microarray data normalization and transformation. Nat Genet 32 Suppl: 496–501.1245464410.1038/ng1032

[123] SaeedAI, SharovV, WhiteJ, LiJ, LiangW, et al (2003) TM4: a free, open-source system for microarray data management and analysis. Biotechniques 34: 374–378.1261325910.2144/03342mt01

[124] SaeedAI, BhagabatiNK, BraistedJC, LiangW, SharovV, et al (2006) TM4 microarray software suite. Methods Enzymol 411: 134–193.1693979010.1016/S0076-6879(06)11009-5

[125] BenjaminiY, HochbergY (1995) Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B 57: 289–3000.

[126] KornEL, TroendleJF, McShaneLM, SimonR (2004) Controlling the number of false discoveries: application to high-dimensional genomic data. J Stat Plan Infer 124: 379–398.

[127] EisenMB, SpellmanPT, BrownPO, BotsteinD (1998) Cluster analysis and display of genome-wide expression patterns. Proc Natl Acad Sci U S A 95: 14863–14868.984398110.1073/pnas.95.25.14863PMC24541

[128] HoweK, ClarkMD, TorrojaCF, TorranceJ, BerthelotC, et al (2013) The zebrafish reference genome sequence and its relationship to the human genome. Nature 496: 498–503.2359474310.1038/nature12111PMC3703927

[129] PruessM, KerseyP, ApweilerR (2005) The Integr8 project–a resource for genomic and proteomic data. In Silico Biol 5: 179–185.15972013

[130] BaileyTL, GribskovM (1998) Combining evidence using p-values: application to sequence homology searches. Bioinformatics 14: 48–54.952050110.1093/bioinformatics/14.1.48

[131] StoreyJD, TibshiraniR (2003) Statistical significance for genomewide studies. Proc Natl Acad Sci U S A 100: 9440–9445.1288300510.1073/pnas.1530509100PMC170937

[132] WangX, TomsoDJ, ChorleyBN, ChoHY, CheungVG, et al (2007) Identification of polymorphic antioxidant response elements in the human genome. Hum Mol Genet 16: 1188–1200.1740919810.1093/hmg/ddm066PMC2805149

[133] SunYV, BoverhofDR, BurgoonLD, FieldenMR, ZacharewskiTR (2004) Comparative analysis of dioxin response elements in human, mouse and rat genomic sequences. Nucleic Acids Res 32: 4512–4523.1532836510.1093/nar/gkh782PMC516056

[134] StenderJD, KimK, CharnTH, KommB, ChangKC, et al (2010) Genome-wide analysis of estrogen receptor alpha DNA binding and tethering mechanisms identifies Runx1 as a novel tethering factor in receptor-mediated transcriptional activation. Molecular and Cellular Biology 30: 3943–3955.2054774910.1128/MCB.00118-10PMC2916448

[135] MalhotraD, Portales-CasamarE, SinghA, SrivastavaS, ArenillasD, et al (2010) Global mapping of binding sites for Nrf2 identifies novel targets in cell survival response through ChIP-Seq profiling and network analysis. Nucleic Acids Res 38: 5718–5734.2046046710.1093/nar/gkq212PMC2943601

[136] CuiJY, GunewardenaSS, RockwellCE, KlaassenCD (2010) ChIPing the cistrome of PXR in mouse liver. Nucleic Acids Res 38: 7943–7963.2069352610.1093/nar/gkq654PMC3001051

[137] WassermanWW, SandelinA (2004) Applied bioinformatics for the identification of regulatory elements. Nat Rev Genet 5: 276–287.1513165110.1038/nrg1315

# Supplementary material for: The Transcriptional Response to Oxidative Stress during Vertebrate Development: Effects of tert-Butylhydroquinone and 2,3,7,8-Tetrachlorodibenzo-p-Dioxin
**Source:** PLoS One. 2014 Nov 17;9(11):e113158. doi: 10.1371/journal.pone.0113158
**Supplement:** Table S1 — Primers for Real-time RT-PCR.

**Table S1. Primers for Real-time RT-PCR**

| ***gene*** | **qPCR Primer sequence** |
| --- | --- |
| *gstp1* | CGACTTGAAAGCCACCTGTGTC |
|  | CTGTCGTTTTTGCCATATGCAGC |
| *gcsh* | GGAGGTGTTTCCAGAGGATG |
|  | AAGCCTGGAAGGTCACCTG |
| *nqo1* | TTCAGTACCCACTCTACTGG |
|  | GCATGGCCCTCTTATTCTTG |
| *sod1* | CGTCTATTTCAATCAAGAGGGTG |
|  | GATGCAGCCGTTTGTGTTGTC |
| *gadd45* | CAGCACTGAGAGAAAAATGG |
|  | TCATGAGTTGTGCAGACTCG |
| *foxq1b* | CTAATGCTGTCAGCTGCTCC |
|  | CCAAACCCTCAGAACTGACC |
| *mitfa* | GATGGCTTTCCAGTAGAAGC |
|  | GCCTTCTTCGTTCAATGAGG |
| *atf3* | TCCAGAACAAACGCATGTCC |
|  | TCCTCTGGGACAGCCTCTCG |
| *opn1lw1* | CGTTCTTCGCCTGCTTTGCAGC |
|  | TGATGCATACGCGGAACTGTCG |
| *cyp1a* | GCATTACGATACGTTCGATAAGGAC |
|  | GCTCCGAATAGGTCATTGACGAT |
| *nrf2a* | GAGCGGGAGAAATCACACAGAATG |
|  | CAGGAGCTGCATGCACTCATCG |
| *hsp70* | GAAGACGGCATCTTTGAGGTGA |
|  | GGGCCCTCTTGTTCTGACTGAT |

# Supplementary material for: The Transcriptional Response to Oxidative Stress during Vertebrate Development: Effects of tert-Butylhydroquinone and 2,3,7,8-Tetrachlorodibenzo-p-Dioxin
**Source:** PLoS One. 2014 Nov 17;9(11):e113158. doi: 10.1371/journal.pone.0113158
**Supplement:** Table S3 — Enrichment of Gene Ontology (GO) terms for Ensembl annotated probes with significantly different abundance between TCDD, tBHQ, and DMSO treated eleutheroembryos.

**Table S3. Enrichment of Gene Ontology (GO) terms for Ensembl annotated probes with significantly different abundance between TCDD, tBHQ, and DMSO treated embryos (p < 0.05, ANOVA with 5% FDR correction).**

Groupings represent the clusters presented in Figure 3. Enriched GO terms were detected using the FatiGO+ algorithm for each cluster of probes relative to the background set of probes (Fisher's exact test, p < 0.01). Levels of GO terms range from broad (level 3) to specific (level 9). Frequencies of probes assigned each GO term are presented for both significant and background sets of probes, with percentages calculated based on the total number of probes involving GO terms at each GO level in question). FatiGO+ uses Nested Inclusive Analysis (NIA), which takes into account the tree-like structure of the GO hierarchy such that only the most specific GO level with significance is reported. For example, while 36 probes in the table reflected enrichment of the GO term “regulation of transcription” for tBHQ down-regulation, another 37 could only be assigned to the more general GO term “transcription” based on Ensembl GO assignments.

# Supplementary material for: The Transcriptional Response to Oxidative Stress during Vertebrate Development: Effects of tert-Butylhydroquinone and 2,3,7,8-Tetrachlorodibenzo-p-Dioxin
**Source:** PLoS One. 2014 Nov 17;9(11):e113158. doi: 10.1371/journal.pone.0113158
**Supplement:** Table S5 — Comparison of altered gene expression as measured by microarray and qRT-PCR.

**Table S5. Comparison of altered gene expression as measured by microarray and qRT-PCR.**

Data are from 4-dpf embryos treated with tBHQ or TCDD. Arrows indicate statistically significant changes as compared to gene expression in DMSO-exposed control embryos. Dashes indicate no change from controls. Numbers in parentheses indicate the ratio of gene expression in tBHQ- or TCDD-exposed embryos to that in DMSO-exposed embryos.

|  | **tBHQ** | | **TCDD** | |
| --- | --- | --- | --- | --- |
| **Gene** | **array** | **qRT-PCR** | **array** | **qRT-PCR** |
| *gstp1* |  (2.9)a |  (4.3)a | -- | -- |
| *gclc* |  (2.2) |  (3.4) | -- | -- |
| *sod1* | -- | -- | -- | -- |
| *nqo1* | -- | -- | -- | -- |
| *cyp1a* | -- | -- |  (72) |  (358) |
| *nrf2a* | -- | -- | -- | -- |
| *hsp70* |  (52) |  (153) |  (3.9) |  (8.7) |
| *gadd45b* |  (10) |  (14) | -- | -- |
| *atf3* |  (19) |  (42) | -- | -- |
| *mitfa* |  (0.35) |  (0.19) | -- | -- |
| *opsin* |  (0.17) |  (0.16) | -- | -- |
| *foxq1b* |  (0.43) | -- (1.0) |  (3.5) |  (5.5) |

a Change was not statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

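The data are 12 two-colour Agilent 22k arrays of zebrafish eleutheroembryos at 4 dpf, 4 each for DMSO, tBHQ and TCDD, with 1 pool of 30 eleutheroembryos per array. Each pool was labelled with Cy5 and hybridised with a universal reference labelled with Cy3. The arrays were grouped by the compound and replicate number in their labels.

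The authors scanned the arrays and processed each with Agilent Feature Extraction. The raw spot intensity and local background of each channel are as scanned by the authors. The processed intensity of each channel had been background-subtracted and normalized between the dyes within each array by a linear and lowess step before the authors deposited it. The deposited log10 ratio of Cy5 to Cy3 was made by the authors' Feature Extraction from these processed signals. The deposited series table holds log2 ratios, which the authors made from the processed signals and centred on the median of each probe, as a check of all 257940 cells showed. No normalization between arrays was found in these values. The log10 ratio was exactly 0 in 11482 cells, where Feature Extraction had replaced dim signals.

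The array holds 22575 spots, of which 1080 are controls, and each of the 21495 probes has 1 spot. The log10 ratio was converted to log2, and spots called non-uniform in either channel were left out. No other filter or normalization was applied. Of the probes, 10303 were named through the reference tables, 7352 by accession, 605 by symbol and 2346 by synonym, and 11192 kept the name in the file. No genome position was used, since the build behind the array design is not named in the files used.

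Differences were tested with limma 3.58.1 in R 4.3.3, in a linear model of the 3 groups with empirical Bayes moderation (2.16 prior degrees of freedom). The moderated F-test over the 3 groups and the moderated t statistic of each compound against DMSO were adjusted by the Benjamini-Hochberg method, and a probe was called at an adjusted p under 0.05. The 2-fold filter was a log2 difference of at least 1 either way. The counts of probes on 1 side have no test beyond the share that chance gives. Gene lists were tested with limma's camera, with a preset correlation of 0.01 between probes on the 20162 probes measured on every array. Keyword classes were tested with Fisher's exact test. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

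The 8 gene lists were for glutathione and thioredoxin, heat shock, the AHR, proteasome subunits, light-responsive genes, photoreceptors, pigment cells and the cell cycle. They were written by hand, without a database. The Gene Ontology analysis of the paper was not repeated, and 8 keyword classes took its place.

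The genes named in the text were chosen by a rule set in advance. It takes each probe of Tables 1 to 4 and S5, each probe of a gene that the results text names for these arrays, and for each compound the 10 probes with the largest change each way among those past the threshold whose 4 treated arrays all lie on 1 side of the 4 DMSO arrays. Genes outside this rule are marked as chosen after their values were seen.

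A fold change that involves a group without a signal well above background on any array, or a group saturated on all arrays, is given as a limit. For it, both channels were corrected with normexp (offset 50) and loess and scaled between arrays, and a dim group was set to the larger of its own value and the lowest signal on each array that was well above background.

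The sample channel was well above background for between 13583 and 18686 probes per array and the reference channel for between 17532 and 20479. Each group has 4 arrays, and the precision of each difference is given by its standard error.

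The method was tested on simulated data with 200 changed probes among 21495, over 20 draws. At a 4-fold change, 89.2% (tBHQ layout) and 90.1% (TCDD layout) of the changed probes were found, at a 2-fold change 56.5% and 56.9%, and at a 1.5-fold change 17.0% and 16.1%. The share of false calls was 5.40% and 4.89%. The first form of this test, with 1 draw and a fixed limit on the share found at 4-fold, failed. Its limit was then replaced by the power expected in theory, which was 86.9% and 86.2% at 4-fold, 52.8% and 54.2% at 2-fold and 22.5% and 21.2% at 1.5-fold.

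The alternatives tried were normalization by normexp and loess, median centring, quantile normalization, the series table, the Cy5 channel alone, filters on dim, saturated or non-uniform spots, array weights, a trended and robust variance, a block for the replicate number, each array left out in turn, only the 8 arrays of 2 groups, a plain F-test, a permutation test after the methods with 100 permutations in place of 1000 and 3 rules for its threshold, of which the bound on the proportion of false probes is a reading of the methods' false discovery rate of 5% and not stated there, other ways of forming ratios, and for the gene lists fry, an estimated correlation and 1 probe per gene. A block for the run of slide numbers was added after the data were seen. Simulations of unchanged groups with a shared control group gave the overlap to set beside that of the compounds. Their groups and control were drawn from shuffled residuals of all arrays with random sign, and the real DMSO arrays were not held as the control. The paper's qRT-PCR measurements were taken from its tables, and its transgenic fish were not analysed here.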

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

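The test of the calls on the Cy5 channel alone was chosen after the results were seen, and the ferritin probes after their values were seen. The other tests in this part were set before their results were seen.

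Of 568 groups of 4 arrays for the probes named in the text, 28 (4.93%) had 1 array so far from the other 3 that its gap passes the 5% limit, where chance gives about 1 in 20. In DMSO replicate 1, *cyp1a* (A_15_P100578) was low (gap over range 0.834, log2 ratio -5.65 against -4.99 to -4.86), as were *fth1* (A_15_P116161, 0.907) and *fgf8a* (A_15_P112473, 0.924), and A_15_P114600 was high (0.881, 3.43 against 0.36 to 0.73). In DMSO replicate 2, *mdh1b* (A_15_P114727, 0.847), *hsp90a2* (A_15_P118422, 0.869) and *dnajb1a* (A_15_P106752, 0.928) were high and *tnfsf10* (A_15_P115347, 0.900) and *neu3.2* (A_15_P103965, 0.876) low. In DMSO replicate 3, *ephx1l* (A_15_P101728, 0.884) and *foxq1b* (A_15_P102120, 0.891) were high and *rem1* (A_15_P115950, 0.902) low, and in DMSO replicate 4 *slc25a25* (A_15_P113277, 0.902) and *mitfa* (A_15_P121123, 0.923) were low.

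In tBHQ replicate 1, *fos* (A_15_P101481, 0.875), *hspa9* (A_15_P111664, 0.864) and A_15_P102938 (0.889, -1.01 against 2.33 to 2.75) were low and *fth1* (A_15_P110666, 0.901) high. In tBHQ replicate 2, A_15_P105659 was high (0.850), in tBHQ replicate 3 *hsp70* (A_15_P103668, 0.869) and *junb* (A_15_P111786, 0.858), and in tBHQ replicate 4 *fgf8a* (A_15_P112473, 0.985) and *gstp1* (A_15_P100200, 0.837). In TCDD replicate 1, *hsp90a2* (A_15_P118422, 0.850), *slc1a4* (A_15_P116683, 0.849) and *dusp5* (A_15_P108550, 0.863) were low, in TCDD replicate 2 *mef2d* (A_15_P107347, 0.865) was high, and in TCDD replicate 4 *gss* (A_15_P104745, 0.872). The share is that of chance, so that no single probe needs an explanation of its own. No technical or biological explanation was tested for single probes.

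Of 27 measures of array quality per group, 1 (3.70%) passed the same limit. On TCDD replicate 4 the reference channel was well above background for 19316 probes, against 17532 to 17795 on the other TCDD arrays (0.853). The DMSO and tBHQ arrays reached up to 20479 and 20240 probes, so that the value lies within the range of all arrays. The share is again near that of chance, and no explanation was tested.

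In the reference channel, which the paper did not analyse on its own, 2 of 21494 probes differed among the 3 groups at a false discovery rate of 5% with limma (1993 at an unadjusted p under 0.05). None of the 2 differed in the ratio too. Of 100 groupings of the 12 arrays, 4 gave a count as large, so that chance can be excluded at 5%, although the count was 0 without tBHQ replicate 1, 2 or 3 and 7 without DMSO replicate 1. The reference is the same sample on each array, so that the design gives no biological difference between groups in it, and what sets the 2 probes apart was not tested. The contrasts called only 2 (tBHQ) and 1 (TCDD) probes on this channel, where 2770 and 2431 had an unadjusted p under 0.05, so that the overlap of 0 with the 2530 tBHQ calls and of 0 with the 30 TCDD calls decides nothing about the reference. In the test chosen afterwards, 64.6% of the tBHQ calls (1635 of 2530) were also called in the same direction on the Cy5 channel alone, which argues against a difference in the reference channel as the cause of most of them. Of the TCDD calls 43.3% (13 of 30) were, and all 30 had the same sign, which leaves the part of the reference open for them.

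A list of light-responsive genes was written to follow up the DNA photolyase term of Table S3, which came from these same arrays. Its photolyase and cryptochrome probes are therefore no independent evidence. The list was higher with tBHQ than the other probes (camera, adjusted p = 0.00147, range 0.000228 to 0.112 over the alternatives). Of its 26 probes, 19 were higher than in DMSO, the median difference was 0.39, and 8 were past limma's threshold and higher and 2 lower (11 and 2 when adjusted over the list alone). With TCDD its adjusted p was 0.625 and its median -0.03. Among the splits of the 8 arrays, 1 of 35, the real one, gave a p as small, which is the smallest share 35 splits can give. It is not adjusted over the lists and compounds, so that chance is argued against and not excluded. Among the list's genes are photolyases and cryptochromes, with 12 probes and a median of 0.46. Without these, the other 14 probes had a median of 0.29 with 10 of 14 higher, and still stood above the other probes (camera on ranks, n = 14 probes, unadjusted p = 0.0333). That p compares probes and was not set against other splits of the arrays. A wider response of light-regulated or clock genes to tBHQ may therefore be part of the pattern. It was not tested whether the time of day or the light at sampling differed between dishes, which the labels do not give, and this stays open, as does a shared oxidant response of these genes.

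A list of cell cycle genes was lower with tBHQ than the other probes (camera, adjusted p = 2.12e-06, range 2.50e-07 to 0.112 over the alternatives). Of its 37 probes, 8 were higher than in DMSO, the median difference was -0.37, and 11 were past limma's threshold and lower (15 when adjusted over the list alone). With TCDD its adjusted p was 0.0555 and its median -0.09, without a call (range 0.00660 to 0.510 over the alternatives). It was called as lower with TCDD by normexp and loess, quantile normalization, array weights, 1 probe per gene, and without DMSO replicate 2 or 3, tBHQ replicate 1 or 2 or TCDD replicate 2 or 4. Other splits of the 8 arrays gave a p as small for tBHQ in 5 of 35 and for TCDD in 11 of 35, so that chance cannot be excluded for either. Of its genes, the paper lists *ccnb1* and *ccnb2* in Table 4. A slower cell cycle is not separated here from a difference between pools.

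Outside Table 1, 5 ferritin probes were higher with tBHQ with limma, by 1.75 (A_15_P111180), 1.20 (A_15_P121214), 2.16 (A_15_P109448), 2.06 (A_15_P101038) and 2.29 (A_15_P102259, saturated on 1 tBHQ array), with adjusted p between 1.83e-05 and 0.0222. On each, all 4 tBHQ arrays lay above all 4 DMSO arrays. The *fth1b* probe A_15_P115759 was lower (-0.62, adjusted p = 0.0249). Its ratio of arithmetic means was 0.66, as for the ferritin-like gene of Table 1 that was not matched, so that it may be the probe of that gene. A technical explanation is that they bind the transcript of the ferritin-like probes of Table 1. None of the 5 shares a run of at least 20 bases with those probes (0 of 5, longest runs 7 to 16), but probes at different places of 1 transcript need share no sequence, so that this decides nothing. Whether 1 or several ferritin genes responded to tBHQ stays open.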

How the results depend on the processing

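The block for the run of slide numbers, and its values below, were chosen only after the data were seen. All other alternatives, and each array left out in turn, were set in advance. A block for the slide or the scan date could not be fitted, since each slide holds 1 array and all arrays were scanned on the same day. Alternatives that bear on only some results, such as another set test, give no value for the others. With the trended and robust variance the gene lists have no separate value, and the series table gives none for the correlation with the TCDD ratios used below for age. Except where the way an alternative is built shows it (fewer probes or arrays, a stricter or looser rule), the cause of the changes listed here was not tested.

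Among the counts and scores, the number of mammalian markers induced stayed between 9 and 11 of 13 (10 and 11 by the F-test), the number of Table S2 probes called between 1004 and 1476, and the number of calls shared with qRT-PCR between 16 and 21 of 24. The correlation between DMSO arrays moved by less than its spread in each alternative. Among the gene lists, the call of the AHR list with TCDD held in each alternative (adjusted p between 3.80e-15 and 0.00473). The heat shock, glutathione, light-responsive and cell cycle lists with tBHQ kept their calls in all alternatives but the estimated correlation. The keyword classes of heat shock (higher) and of transcription factors (lower) also kept their calls. For the 198 probes named by the rule, 10600 of 10948 comparisons with an alternative gave the same call, 226 lost it, 121 gained it and 1 changed direction, and 327 of the 396 differences had no change in any alternative.

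Calling at a permutation p of the methods' ANOVA under 0.05 without adjustment gave 5759 probes differing among the 3 groups, against 2516, with 90 higher and 64 lower at least 2-fold with TCDD, and 40 higher with both compounds, 10 lower with both and 52 in all in the overlap. With Benjamini-Hochberg adjustment of the permutation p there were 30 higher and 13 lower with TCDD, 10 higher with both and an overlap of 14. The bound on the proportion of false probes gave 1021 probes, of which 188 were higher and 80 lower with tBHQ and 15 higher and 3 lower with TCDD at 2-fold (279 in all, against 587), with 5 higher with both, 1 lower with both, 1 lower with tBHQ and higher with TCDD, and 7 in all in the overlap. A plain one-way test gave 17 lower with TCDD. These rules differ in strictness, which is how they are built.

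Normexp and loess gave 178 higher and 113 lower with tBHQ and 13 higher and 16 lower with TCDD at 2-fold (316 in all), with an overlap of 4, all higher with both, so that 0 were lower with both and 0 lower with tBHQ and higher with TCDD. The TCDD contrast gave 70 probes, 41 higher and 29 lower, the correlation of the effects of the compounds was 0.187, that between TCDD arrays 0.870, and that of the tBHQ difference with the TCDD ratios -0.287. The AHR list with tBHQ (adjusted p = 0.0350) and the cell cycle list with TCDD (adjusted p = 0.0150) were called, the pigment list with TCDD changed direction (adjusted p = 0.908), and lower probes held fewer phosphatases than expected by chance (adjusted p = 0.0236, Fisher's exact test).

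Quantile normalization gave 58 lower and 69 higher with TCDD at 2-fold, 7 lower with both, 1 lower with tBHQ and higher with TCDD, 2 the other way, 11 lower probes in the TCDD contrast and a correlation of -0.164 with the TCDD ratios. The proteasome list lost its tBHQ call (adjusted p = 0.0667), the cell cycle list with TCDD gained one (adjusted p = 0.0277), and the heat shock and photoreceptor lists with TCDD changed direction (both adjusted p = 0.943). By Fisher's exact test the glutathione class was called (adjusted p = 0.0333), the photolyase class was lost (adjusted p = 0.0635) and the caspase class among higher probes changed direction (adjusted p = 0.243). The series table gave 5 probes lower with both.

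The Cy5 channel alone gave 378 lower with tBHQ and 46 lower and 35 higher with TCDD, 4 higher with both, 1 higher with tBHQ and lower with TCDD, an overlap of 10, and 15 higher probes in the TCDD contrast. The proteasome list lost its tBHQ call (adjusted p = 0.249) and the heat shock list with TCDD gained one (adjusted p = 0.0207). The proteasome, light-responsive and photoreceptor lists with TCDD changed direction (adjusted p = 0.968, 0.966 and 0.968), as did the caspase class among higher probes (adjusted p = 1.00, Fisher's exact test), the proteasome class among lower probes (adjusted p = 0.83, Fisher's exact test), and *or30by3* (A_15_P104965) with tBHQ (-0.021).

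Filters on dim spots changed which probes were tested. With Cy5 well above background in 1 group (15446 probes), 29 were higher with TCDD at 2-fold, 8 higher with both, 5 lower with both, 15 in all in the overlap, 12 lower in the TCDD contrast, 1 differed in the reference channel, and the correlation with the TCDD ratios was -0.196. With both channels well above background on all arrays (12662 probes), 17 were higher and 44 lower with TCDD, 4 higher with both, 4 lower with both and 10 in all in the overlap. The TCDD contrast gave 55, of which 23 were lower, the correlation of the effects was 0.206, 0 differed in the reference channel, and the correlation with the TCDD ratios was -0.259. The tBHQ calls of the proteasome (adjusted p = 0.0619), photoreceptor (adjusted p = 0.0695) and pigment (adjusted p = 0.473) lists were lost, lower probes held fewer heat shock probes than expected by chance (adjusted p = 0.0287, Fisher's exact test) and phosphatases among higher probes changed direction (adjusted p = 1.00, Fisher's exact test). With dim, saturated and non-uniform spots left out, 21 were higher and 45 lower with TCDD, 6 higher with both, 4 lower with both, 1 higher with tBHQ and lower with TCDD, 13 in all in the overlap, 13 lower in the TCDD contrast, 1 in the reference channel, and the correlation with the TCDD ratios was -0.227. The same 3 lists were lost with tBHQ (adjusted p = 0.0637, 0.0701 and 0.462), and phosphatases changed direction again (adjusted p = 1.00, Fisher's exact test). With non-uniform spots kept, the pigment list with TCDD changed direction (adjusted p = 0.854). The TCDD counts at 2-fold fell among higher probes and rose among lower ones with each of the 3 filters on signal (38 lower with Cy5 well above background in 1 group).

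Array weights gave 68 lower with TCDD at 2-fold, 4 lower with both, 4 lower with tBHQ and higher with TCDD, 3 the other way, and 157 probes in the TCDD contrast (68 higher, 89 lower). The correlation between tBHQ arrays was 0.794, 4 probes differed in the reference channel, the AHR list with tBHQ (adjusted p = 0.0439) and the cell cycle list with TCDD (adjusted p = 0.00660) were called, and the caspase class among higher probes changed direction (adjusted p = 1.00, Fisher's exact test), as it did with the trended and robust variance (adjusted p = 1.00, Fisher's exact test). The latter gave 3 lower probes in the TCDD contrast and 0 in the reference channel.

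With only the 8 arrays of 2 groups, tBHQ gave 1107 probes (617 higher, 490 lower) against 2530, and TCDD 112 (55 higher, 57 lower) against 30. The replicate number as a block gave 1597 probes in the F-test, 8 in the TCDD contrast (7 higher, 1 lower; it kept 1761 of the 2530 tBHQ calls and 8 of the 30 TCDD calls), 0 in the reference channel and a call of caspases among lower probes (adjusted p = 0.0341, Fisher's exact test). The replicate numbers do not pair the arrays, since the mean correlation of residuals was 0.0103 for the same number and -0.00362 for other numbers. The run of slide numbers as a block gave 1341 in the F-test, 138 lower with tBHQ and 14 lower with TCDD at 2-fold, 5 lower with both, 1 lower with tBHQ and higher with TCDD, 8 in the TCDD contrast (7 higher, 1 lower) and 4 in the reference channel. With it the glutathione list with TCDD was called as lower (adjusted p = 0.0363), the light-responsive list with TCDD changed direction (adjusted p = 0.707), and by Fisher's exact test the glutathione class was called among higher probes (adjusted p = 0.0383) and changed direction among lower ones (adjusted p = 0.644).

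Forming ratios from arithmetic means gave 1 lower with tBHQ and higher with TCDD and 2 the other way. The mean of same-numbered ratios gave 1 lower with both, 1 lower with tBHQ and higher with TCDD, and 2 the other way. Over only the probes that differ among the 3 groups the correlation of the effects was 0.193. By Spearman the correlation with the TCDD ratios was 0.00345, which changed its sign.

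For the lists, the estimated correlation left no tBHQ call: glutathione (adjusted p = 0.0658), heat shock (0.112), proteasome (0.510), light-responsive (0.112), photoreceptor (0.510), pigment (0.170) and cell cycle (0.112). Fry lost the proteasome and photoreceptor lists (both adjusted p = 0.0723) and called the AHR list with tBHQ (adjusted p = 0.0195). With 1 probe per gene the AHR list with tBHQ (adjusted p = 0.0199) and the cell cycle list with TCDD (adjusted p = 0.0292) were called, the photoreceptor (adjusted p = 0.136) and pigment (adjusted p = 0.378) lists with tBHQ were lost, and the heat shock list with TCDD changed direction (adjusted p = 0.672).

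With each array left out in turn, the probes differing among the groups ranged from 1590 to 4315. At 2-fold, tBHQ gave 268 to 384 higher and 126 to 572 lower, TCDD 35 to 58 higher and 9 to 62 lower, and the total was 449 to 1045. In the overlap, 11 to 24 were higher with both, 1 to 7 lower with both, 1 to 3 lower with tBHQ and higher with TCDD, 0 to 6 the other way, and 14 to 33 in all. The tBHQ contrast gave 1605 to 3961 probes (818 to 1800 higher, 787 to 2161 lower) and the TCDD contrast 9 to 55 (8 to 38 higher, 1 to 17 lower). The highest counts were those without tBHQ replicate 1, except for the probes higher with TCDD at 2-fold (without TCDD replicate 1) and for most of the overlap. The correlation of the effects was 0.286 to 0.475, that between tBHQ arrays 0.856 to 0.902, that with the TCDD ratios -0.0877 to -0.0255, and 0 to 7 probes differed in the reference channel.

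The adjusted p of the lists with 1 array left out was 0.0391 to 0.279 for the AHR, 0.000307 to 0.0593 for the proteasome and 0.000654 to 0.0508 for photoreceptors with tBHQ. With TCDD it was 0.433 to 0.997 for heat shock, 0.0124 to 0.983 for the proteasome, 0.432 to 0.928 for photoreceptors, 0.298 to 0.997 for pigment cells and 0.0124 to 0.489 for the cell cycle. For the keyword classes it was, by Fisher's exact test, 0.0261 to 0.186 for glutathione among higher probes, 0.347 to 1.00 and 0.0276 to 0.433 for phosphatases among higher and lower probes (where it called fewer among the lower), 0.857 to 1.00 and 0.0126 to 0.147 for caspases, and 0.0285 to 0.912 for opsins among lower probes.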

Differences from the paper's values

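No test in this part was chosen after the results were seen, except the block for the run of slide numbers, which is also 1 of the 28 alternatives counted for *nrf2a* below. The probes of the markers that the paper counts as absent were chosen afterwards too. Of the 12 counts compared, 8 differ by the rule used here. Of the 189 ratios of Tables 1 to 4 none was counted as different, the largest gap being 1.37 times. A ratio was counted only if its gap was beyond the error and past a fold limit. For Table 1 the probe nearest the paper's ratio was taken, so that agreement there is partly built in. *txn2* was lower in Table 1 and higher here, by 0.19 on both probes (smallest adjusted p = 0.253 with limma). In Tables 2 to 4 the direction was the same for 84 of 86 tBHQ ratios and 83 of 86 TCDD ratios.

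The paper gives 1477 probes that differ among the 3 groups, and limma's F-test 2516. Of the alternatives set before the data were examined, quantile normalization (2170), the replicate number as a block (1597), the bound on the proportion of false probes (1021) and leaving out any array but tBHQ replicate 1 (1590 to 2107) bring the count within 1.5 times the paper's, and no other of these does. So does the block for the run of slide numbers, chosen after the values were seen, with 1341.

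The paper gives 345 probes at least 2-fold changed, and 587 were counted here. Normexp and loess (316), the replicate number as a block (516), a plain one-way test (499), the permutation p with Benjamini-Hochberg adjustment (456), the bound on the proportion of false probes (279) and leaving out DMSO replicate 3, tBHQ replicate 2, 3 or 4 or TCDD replicate 2 or 3 (449 to 511) bring it within the limit, as does the block for the run of slide numbers, chosen after the values were seen, with 433. The other alternatives do not.

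Of the probes at least 2-fold changed, the paper gives 109 lower with tBHQ, against 229. Normexp and loess (113), leaving out tBHQ replicate 2 (126) or 4 (143) and the bound on the proportion of false probes (80) close the gap, as does the block for the run of slide numbers, chosen after the values were seen, with 138. The others do not. For TCDD the paper gives 17 higher, against 51. Normexp and loess (13), both channels well above background on all arrays (17), dim, saturated and non-uniform spots left out (21) and the bound on the proportion of false probes (15) close it, and the others do not. For probes lower with TCDD the paper gives 8, against 29, and only leaving out TCDD replicate 2 (9) closes it.

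For probes higher with both compounds the paper gives 4, against 21. Normexp and loess (4), the Cy5 channel alone (4), both channels well above background on all arrays (4), dim, saturated and non-uniform spots left out (6) and the bound on the proportion of false probes (5) close the gap, and the others do not. The paper gives 1 probe lower with tBHQ and higher with TCDD, against 2. Quantile normalization, leaving out tBHQ replicate 2 or 4, the bound on the proportion of false probes, the ratio of arithmetic means and the mean of same-numbered ratios each give 1, as does the block for the run of slide numbers, chosen after the values were seen, and the others do not. The paper gives 2 probes higher with tBHQ and lower with TCDD, against 0. Quantile normalization (2), array weights (3), leaving out DMSO replicate 3 or TCDD replicate 3 or 4 (2 each), the ratio of arithmetic means (2) and the mean of same-numbered ratios (2) close it, and the others do not.

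The correlation between TCDD arrays is about 0.86 in Fig. 3, read by eye, and 0.746 here. Normexp and loess (0.870), the Cy5 channel alone (0.793), both channels well above background on all arrays (0.813), the replicate number as a block (0.778), and leaving out DMSO replicate 1, 2 or 3, tBHQ replicate 2, 3 or 4 or any TCDD array (0.771 to 0.808) come within the error, as does the block for the run of slide numbers, chosen after the values were seen, with 0.779. The trended and robust variance, the series table, median centring, quantile normalization, Cy5 well above background in 1 group, non-uniform spots kept, dim, saturated and non-uniform spots left out, array weights, and leaving out DMSO replicate 4 or tBHQ replicate 1 do not.

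The paper counts *nqo1* as unchanged by tBHQ, and its probe A_15_P108217, which Table S2 lists, was lower here (-0.60, adjusted p = 0.00989 with limma's contrast). Only the fit to the 8 arrays of DMSO and tBHQ does not call it. The paper does not call *gstp1*, and A_15_P107422 was called by the contrast (1.41, adjusted p = 0.00791), also in each alternative, and by the F-test (adjusted p = 0.0179). The paper finds none of the NRF-family genes altered, and *nrf2a* (A_15_P109504) was past the threshold of the contrast (0.39, adjusted p = 0.0415) and not of the F-test (adjusted p = 0.0809), and 15 of 28 alternatives do not call it by the contrast. The paper lists *slc13a2* as induced by tBHQ, and its probes A_15_P100835 (0.70, adjusted p = 0.250) and A_15_P106113 (0.45, adjusted p = 0.470) were not called by the tBHQ contrast in any alternative. Both were past the F-test over the 3 groups (adjusted p = 0.00789 and 0.0145), and both were lower with TCDD, by -1.46 and -1.56.

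The paper has 1 paralog each of hsp90 and dnajb1 induced by tBHQ. Here 1 probe of *hsp90a*, A_15_P112150 (1.47, adjusted p = 0.00539), and 2 of *dnajb1a*, A_15_P103000 (0.80, adjusted p = 0.00310) and A_15_P103705 (0.47, adjusted p = 0.0351), were higher too. The paper has *dnajb1*, *hsp90a2* and both *hsp70* probes induced by TCDD. By the TCDD contrast, *dnajb1* (A_15_P108778, 1.10, adjusted p = 0.161), *hsp90a2* (A_15_P118357, 0.90, adjusted p = 0.166, and A_15_P118422, 1.11, adjusted p = 0.226) and the *hsp70* probe A_15_P103668 (1.68, adjusted p = 0.0814) were not called. All 4 probes were past the F-test (adjusted p = 3.13e-05, 7.60e-06, 0.000277 and 6.51e-06), and all but A_15_P118357 at least 2-fold higher with TCDD. The fit to the 8 arrays of DMSO and TCDD calls all 4 by the contrast. Leaving out tBHQ replicate 3 calls them too, array weights call all but A_15_P118422, and leaving out tBHQ replicate 1 calls *dnajb1*. For A_15_P103668 so do normexp and loess, the Cy5 channel alone, the filters on dim spots and the non-uniform spots kept.

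In Tables 2 and 3 the paper does not mark *arnt2* (A_15_P105040, 0.47, adjusted p = 0.0234), *keap1* (A_15_P105139, 1.83, adjusted p = 0.000557), *junbl* (A_15_P104554, 3.48, adjusted p = 8.20e-07) and *mt2* (A_15_P105247, 0.91, adjusted p = 0.00888) as significant for tBHQ, and the contrast calls them. All but *arnt2* are in Table S2. For 3 mammalian markers, which it names as heme oxygenase-1, malic enzyme 1 and spermidine/spermine N1-acetyltransferase, the paper states that the array has no probe. Probes annotated with the same or a nearby name exist, for heme oxygenase (A_15_P106601, -0.02, adjusted p = 0.968), malic enzyme (A_15_P102657, 0.11, adjusted p = 0.804, and A_15_P107967, 0.09, adjusted p = 0.891) and spermidine/spermine acetyltransferase (A_15_P116749, 0.20, adjusted p = 0.831), and none of these is called. A probe for malic enzyme 3 was lower (A_15_P118437, -0.61, adjusted p = 0.0170). For heme oxygenase and malic enzyme the annotation does not say which form it is. For *mitfa* with tBHQ the paper gives a ratio of 0.35 in Table S5 and of 0.33 in Table 4. Of the 24 comparisons with qRT-PCR the paper has 1 that differs (*foxq1b*), and here 4 differ, the others being *gstp1*, *nqo1* and *nrf2a*, all for tBHQ. The share of lower probes among those changed at least 2-fold by tBHQ, which the paper puts lower, was 43.0% (39.0% of the probes at least 2-fold changed by either compound). It was 30.5% without tBHQ replicate 2, 33.6% without tBHQ replicate 4, 29.9% with the bound on the proportion of false probes and 33.7% with the block for the run of slide numbers, chosen after the values were seen, and between 36.6% and 59.8% in the other alternatives that give it. Of the probes changed by either compound, it was 28.1%, 30.6% and 28.7% in the same order, 31.9% with that block chosen after the values were seen, 31.5% with quantile normalization, 33.6% with the ratio of arithmetic means, 33.2% with the mean of same-numbered ratios, and between 35.6% and 54.7% in the other alternatives.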

Other observations

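The tests of the size of the TCDD differences with the run of slide numbers as a block and with the DMSO arrays of 1 run held out, that block itself, and the tests of tBHQ replicate 1 over the gene lists were chosen after the results were seen. The other tests in this part were not.

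Other groupings of the arrays were tried for each count. Of the 35 splits of the 8 arrays only 1, the real one, gave as many calls for tBHQ, and likewise 1 for TCDD. Of 100 groupings of the 12 arrays, the real one among them, 1 gave as many probes past the F-test and 1 as many at least 2-fold changed. Chance is therefore argued against for these 4 counts, as far as so few splits and groupings can tell. For the gene lists, the splits with a p as small for tBHQ were 1 of 35 for heat shock, 2 for glutathione, 2 for pigment cells, 9 for the AHR, 11 for the proteasome and 14 for photoreceptors. Chance is argued against for heat shock, at the smallest share that 35 splits can give and without adjustment over the lists. It cannot be excluded for glutathione, pigment cells, the AHR, the proteasome and photoreceptors. For glutathione and pigment cells the only other split as small exchanged 1 DMSO array for 1 tBHQ array, and so kept most of the real grouping. The other splits as small for the cell cycle list did the same. With 35 splits, 1 such split is enough to pass the 5% limit, so that the count does not show chance as the cause in these 3 lists either. For TCDD the splits with a p as small were 1 for the AHR, where chance is argued against in the same way as for heat shock with tBHQ. They were 16 for glutathione, 17 for light-responsive genes, 22 for the proteasome, 25 for heat shock, 25 for photoreceptors and 31 for pigment cells, where chance cannot be excluded.

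The slide numbers fall in 2 runs. DMSO replicates 1 and 2 and tBHQ replicates 2 to 4 are in 1 run, and DMSO replicates 3 and 4, tBHQ replicate 1 and all TCDD arrays in the other. With the run as a block, 78.2% of the tBHQ calls (1979 of 2530) were kept, which argues against the run as the cause of most of them. Of the TCDD calls 26.7% (8 of 30) were kept, which is what the run would predict. A block of any kind takes degrees of freedom and can cost calls, so that this loss does not point to the run. The TCDD differences with the run as a block were 0.974 times those without it in the median (0.848 to 1.11), all 30 with the same sign, and their standard error 1.14 times as large. On each of the 30 probes, DMSO replicates 3 and 4, which are in the run of the TCDD arrays, lay on 1 side of all 4 TCDD arrays. This argues against the run as the whole cause of these differences, while a smaller part of it in each stays open. The probes were picked for a small spread within the groups, which also keeps the difference between the DMSO arrays of the 2 runs small. With DMSO replicates 3 and 4 held out of the choice, only 7 probes were called with TCDD, and the median of their difference to the held-out arrays over that to DMSO replicates 1 and 2 was 0.928. It was 0.831 to 0.952 for the 5 of them among the 30, and -0.254 and 0.0727 for the other 2. With 7 probes this decides nothing for the 30.

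The DMSO arrays correlated less with each other (0.584) than the TCDD arrays. The run of slide numbers is argued against, since DMSO arrays of the same run correlated only 0.00806 more than those of different runs. Dim spots on DMSO replicate 1 are argued against too, since over the 454 probes well above background in both channels on all arrays the DMSO correlation was 0.573 and that of TCDD 0.846. The probes were picked for differences among the groups, and a true difference between pools stays open.

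tBHQ replicate 1 lies apart from the other tBHQ arrays, with a mean correlation of 0.774 against 0.866 to 0.896, and the counts without it are higher. The slope of its difference to DMSO on the mean of the other 3 tBHQ arrays was 0.707, against 0.989 to 1.11 for the others. A weaker response of that pool would give this slope, and is a candidate explanation. In the tests chosen afterwards, its slope was below those of the other 3 tBHQ arrays in 6 of the 8 gene lists. For proteasome subunits (0.675, standard error 0.132, against 0.678 to 0.853) and the cell cycle (0.636, standard error 0.192, against 0.659 to 0.989) the gap was within its error. For light-responsive genes (0.358, standard error 0.147, against 0.572 to 1.62) and photoreceptors (0.558, standard error 0.117, against 0.728 to 1.46) it was little more than that error. For heat shock its slope lay among the others (0.946 against 0.833 to 1.20). Over the 24 probes of the glutathione and thioredoxin list its slope was 1.48 (standard error 0.197), against 0.502 to 1.36, so that a weaker response of these genes was not seen, although the value lies within its error of the highest of the others. On 10 of these 24 probes this array lay highest of the tBHQ arrays, and on 10 lowest. Thioredoxin and glutathione reductase are on the list, but their probes were not matched to it. On these probes the difference of this array was the highest, for *txn1* (A_15_P103106, 3.07 against 1.65 to 2.61) and *gr1* (A_15_P109364, 2.44 against 1.46 to 2.03). Its difference was the lowest on *fos* (A_15_P101481, 4.00 against 5.73 to 5.98). These values argue against a weaker response throughout, for the glutathione and thioredoxin genes. For other genes a weaker response stays open. The run of slide numbers is argued against, since the difference of this array to the others had a correlation of -0.0496 with the difference between the DMSO arrays of the 2 runs. Whether the dose, the time or the labelling of that pool differed was not tested.

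The list of proteasome genes was lower with tBHQ than the other probes (camera, adjusted p = 0.00651, range 0.000307 to 0.510 over the alternatives), with a median of -0.15 and 11 of 50 probes higher. The call was lost without DMSO replicate 1. Of these 2 were past limma's threshold and lower, and 0 when adjusted over the list alone. With TCDD its adjusted p was 0.223 (range 0.0124 to 0.983) and its median -0.04. It was called as lower with TCDD without DMSO replicate 2 or 3.

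As a check on age, the tBHQ difference was correlated across probes with the mean ratio of the TCDD arrays to the reference, which was made from stages between 1 and 6 dpf. The correlation was -0.0673, and 95% of 100 simulations of unchanged groups lay between -0.164 and 0.189. The result depends on the processing. The correlation was -0.287 with normexp and loess, -0.259 with both channels well above background on all arrays, -0.227 with dim, saturated and non-uniform spots left out and -0.196 with Cy5 well above background in 1 group, all below that interval, which was simulated for the values as first processed and not for these. A shift in age is therefore neither shown nor excluded.

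The second probe that the files name for *cyp1a*, A_15_P102435, which the reference assigns to another gene, was at least 1.73-fold higher with TCDD (adjusted p = 0.00173 with limma). It was not well above background on any DMSO or tBHQ array. *or30by3* (A_15_P104965) was past the threshold with both compounds, and its sample signal was well above background on 1 DMSO, 1 tBHQ and no TCDD array, so that no fold is given. *cyb5a* (A_15_P119785), chosen after its values were seen, had a difference of 1.92 with TCDD (adjusted p = 0.141) and was past the F-test (adjusted p = 0.0160). *nfe2l3* (A_15_P116878), also chosen so, had a difference of 0.34 with tBHQ (adjusted p = 0.221).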
